# Tomato root transcriptome response to a nitrogen-enriched soil patch

**DOI:** 10.1186/1471-2229-10-75

**Published:** 2010-04-27

**Authors:** Daniel R Ruzicka, Felipe H Barrios-Masias, Natasha T Hausmann, Louise E Jackson, Daniel P Schachtman

## Abstract

**Background:**

Nitrogen (N), the primary limiting factor for plant growth and yield in agriculture, has a patchy distribution in soils due to fertilizer application or decomposing organic matter. Studies in solution culture over-simplify the complex soil environment where microbial competition and spatial and temporal heterogeneity challenge roots' ability to acquire adequate amounts of nutrients required for plant growth. In this study, various ammonium treatments (as ^15^N) were applied to a discrete volume of soil containing tomato (*Solanum lycopersicum*) roots to simulate encounters with a localized enriched patch of soil. Transcriptome analysis was used to identify genes differentially expressed in roots 53 hrs after treatment.

**Results:**

The ammonium treatments resulted in significantly higher concentrations of both ammonium and nitrate in the patch soil. The plant roots and shoots exhibited increased levels of ^15^N over time, indicating a sustained response to the enriched environment. Root transcriptome analysis identified 585 genes differentially regulated 53 hrs after the treatments. Nitrogen metabolism and cell growth genes were induced by the high ammonium (65 μg NH_4_^+^-N g^-1 ^soil), while stress response genes were repressed. The complex regulation of specific transporters following the ammonium pulse reflects a simultaneous and synergistic response to rapidly changing concentrations of both forms of inorganic N in the soil patch. Transcriptional analysis of the phosphate transporters demonstrates cross-talk between N and phosphate uptake pathways and suggests that roots increase phosphate uptake via the arbuscular mycorrhizal symbiosis in response to N.

**Conclusion:**

This work enhances our understanding of root function by providing a snapshot of the response of the tomato root transcriptome to a pulse of ammonium in a complex soil environment. This response includes an important role for the mycorrhizal symbiosis in the utilization of an N patch.

## Background

Nitrogen (N) is often a primary limiting factor for plant growth and yield in agriculture. Applications of N in conventional agriculture include fertilizer banding to the side of the plants, broadcasting on the surface of soil, and anhydrous ammonia injections. These N application methods as well as localized microbial turnover of organic N can result in spatial and temporal heterogeneity (patchiness) of soil N resulting in non-uniform availability to plant roots. Furthermore, the rapid immobilization and nitrification of N additions by soil microbes can quickly alter N availability to the root [1-3]. Roots respond to localized nutrient patches by up-regulating ion transporters and by the proliferation of new roots into the patch to capture the additional N [4-6]. Mycorrhizal fungi provide plants with an additional mechanism to explore the soil and capture nutrients from enriched regions, increasing nutrient uptake potential [7,8].

Plant roots predominantly acquire N from the rhizosphere as inorganic ammonium (NH_4_^+^) or nitrate (NO_3_^-^), and subsequently assimilate intracellular NH_4_^+ ^into amino acids [9,10]. Roots sense and respond to changes in internal and external N status, which includes the regulation of gene expression, metabolism, and further N uptake and assimilation [11,12]. High and low affinity N transport systems in roots allow plants to maximize uptake depending on soil N availability. High affinity transport systems are induced or activated under conditions where soil N availability is reduced (1 μM to 0.5 mM), while low affinity transport systems (active above ~0.5 mM N) may be constitutively expressed and transport N into the plant when soil N concentrations are high [13]. Members of the NH_4_^+ ^transporter (AMT) gene family [14] transport NH_4_^+ ^across the plasma membrane of root epidermal cells where it may be locally assimilated [15]. Intracellular NH_4_^+ ^is assimilated into glutamine and glutamate via the N-regulated glutamine synthetase (GS) and glutamate synthase (GOGAT) enzymes [16]. The NO_3_^- ^transporters (NRT) are also encoded by a large gene family [17]. The NO_3_^- ^taken up by roots can be translocated to the shoot or reduced in roots to nitrite (NO_2_^-^) and then NH_4_^+ ^via N-regulated NO_3_^- ^reductase and NO_2_^- ^reductase [13,16]. Both AMTs and NRTs exhibit complex gene regulation patterns in response to various forms and concentrations of N. These transporters are regulated by internal and external N and provide roots with a mechanism to mount a coordinated response that may serve to increase N acquisition and metabolism [11,18,19].

Recent studies have moved beyond examining expression changes of single genes or gene families to studying global changes in plant gene regulation by nutrients [19-22]. Microarray analyses of Arabidopsis and tomato roots subjected to increased NO_3_^- ^identified hundreds of differentially regulated genes whose functions included N metabolism, cell growth, and transcription [19,21]. However, most genomics studies on plant nutrient metabolism have utilized hydroponic-grown non-mycorrhizal plants, potentially limiting their translatability to our understanding of roots response in soil where nutrients are not distributed uniformly and inorganic N is being transformed. In this report we used molecular tools to study root response to the application of known concentrations of NH_4_^+ ^in a well defined region of the soil. Our aim was to characterize how roots respond to a nutrient patch in natural soils where complex ecological processes are occurring including mycorrhizal colonization and the microbial transformation of NH_4_^+ ^to NO_3_^-^. This approach is in contrast to previous studies [19-22] that have used hydroponics to study responses to NH_4_^+ ^or NO_3_^- ^singly rather than a dynamic situation which is more relevant to agriculture or natural ecosystems where NH_4_^+ ^is rapidly transformed to NO_3_^-^. We report on ^15^N uptake and translocation and the coordinated changes in gene expression patterns in mycorrhizal roots following a localized pulse of NH_4_^+ ^as NO_3_^- ^gradually became more available.

## Results

### Soil N, plant status, and plant N uptake

Previous work showed that the field soil used for this study contained low concentrations of inorganic N, high soil N mineralization potential, moderate mycorrhizal colonization of tomato roots, and very few changes in the soil food web after nutrient addition [8]. In order to create a nutrient patch and recover roots that were directly exposed to the treatment, pots were prepared with a soil root in-growth core (ring) buried 5 cm below the soil surface and subsequently referred to as the patch (Figure 1a). A pulse of ^15^NH_4_^+ ^was injected into the soil patch to simulate the short-term effects of soil inorganic N spatial heterogeneity. The experimental design consisted of the addition of a high NH_4_^+ ^treatment (65 μg ^15^NH_4_^+^-N g^-1 ^soil) 100-fold higher than ambient NH_4_^+ ^levels, a low NH_4_^+ ^treatment (6.5 μg ^15^NH_4_^+^-N g^-1 ^soil) 10-fold higher than ambient NH_4_^+ ^levels, and a water treatment to control for any potential mobilization of nutrients that occurs when soil moisture is increased.

**Figure 1:**
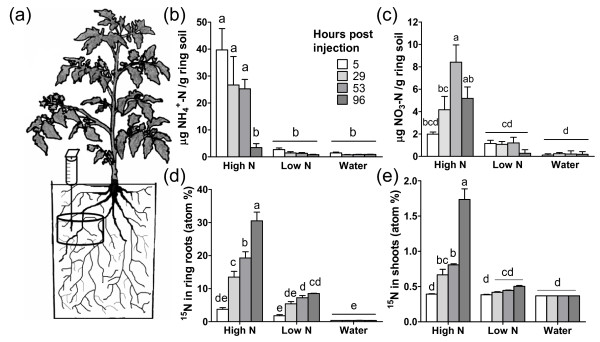
**Ammonium treatments altered soil nitrogen dynamics and plant N uptake**. (a) Diagram of pot-grown tomato plants where water, low NH_4_^+^(6.5 μg NH_4_^+^-N g^-1 ^soil), and high NH_4_^+ ^(65 μg NH_4_^+^-N g^-1 ^soil) treatments were injected into buried soil rings. (b) and (c) NH_4_^+^-N and NO_3_^-^-N concentrations per gram of patch soil in the three treatment groups at 5, 29, 53, and 96 hrs after injection. (d) and (e) atom percent ^15^N in roots and shoots 5, 29, 53, and 96 hrs after injection of the three treatment groups with ^15^N labeled NH_4_^+ ^fertilizer. Data represent the mean ± SEM of 3 biological replicates. Within each graph, means followed by different letters are significantly different from one another at P < 0.05 (two-way ANOVA with Tukey-Kramer HSD test).

The NH_4_^+ ^treatments increased the soil inorganic N concentrations in the patch soil, simulating heterogeneous soil patches. In the high NH_4_^+ ^treatment group, the highest soil NH_4_^+ ^concentration (39.7 μg NH_4_^+^-N g^-1 ^dry soil) was measured at the time of the first sampling which was 5 hrs after injection. At 53 hrs after treatment it remained significantly higher than controls (25.3 μg NH_4_^+^-N g^-1 ^dry soil) (Fig 1b), and by 96 hrs, decreased to 3.5 μg NH_4_^+^-N g^-1 ^dry soil due to microbial transformations and/or plant uptake of the added NH_4_^+^. In the high NH_4_^+ ^treatment rings, soil NO_3_^- ^concentrations were above ambient levels within 29 hours, indicating nitrification of NH_4_^+ ^(Figure 1c). Patch soil NO_3_^- ^concentrations increased over the first 53 hrs after injection of the high NH_4_^+ ^treatment. In the low NH_4_^+ ^treatment, soil NH_4_^+ ^and NO_3_^- ^concentrations were similar to the water controls.

Over the course of the experiment, plant shoot growth was unaffected by treatment (P = 0.78). Percent total N (mean ± SE) in the shoots was 2.29% ± 0.08 at the time of treatment and unaffected by the N treatments (P = 0.85). Percent phosphate (P) (mean ± SE) in the shoots was 0.18% ± 0.002 and was unaffected by the N treatments. Roots were significantly colonized by arbuscular mycorrhizal fungi as measured by microscopic counting (33.5% ± 8.4, mean ± SE) and fungal transcript analysis (data not shown).

To test whether the NH_4_^+ ^treatments resulted in measurable ^15^N uptake and translocation, atom percent ^15^N was assayed in roots and leaves (Figure 1d and 1e). Within 29 hrs, patch roots and leaves from high NH_4_^+ ^plants contained increased amounts of ^15^N compared to naturally occurring ^15^N levels in the water control. The amount of ^15^N in these tissues continued to increase over time. In the patch roots from the low NH_4_^+ ^treatment, atom % ^15^N was not higher compared to the water controls until 53 hrs after injection, and there was no significant enrichment detected in leaves of the low NH_4_^+ ^treatments at any time point. There were significantly higher concentrations of ^15^N in the high NH_4_^+ ^treatment roots and leaves compared to the low NH_4_^+ ^treatment samples at multiple time points, further confirming a physiological difference between these treatments.

### Microarray analysis of patch root transcription

Affymetrix Tomato GeneChips were used to analyze the root transcriptome at 53 hrs post-treatment; when ^15^N enrichment levels were detected in roots from both high and low NH_4_^+ ^treatment groups. 

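Root RNA from the soil patch was hybridized to 9 arrays, 3 from each of the high NH4+ (65 μg NH4+-N per g soil), low NH4+ (6.5 μg NH4+-N per g soil) and water (0 μg) treatments, 1 array per biological replicate. The authors summarised each probe set with MAS5 in Affymetrix Expression Console, which scales each array, and took the natural log of the signal. These values were converted to log2. Of 10209 probe sets on the array, 171 controls were left out and 10038 tomato probe sets remained. The median log2 signal was 7.37, 7.28 and 7.59 on the water arrays, 7.15, 6.87 and 7.14 on the low NH4+ arrays and 7.40, 7.26 and 7.23 on the high NH4+ arrays. Low NH4+ replicate 2 and water replicate 3 stood apart from the other arrays, at 52.7 and -40.3 on a first principal component that held 37.8% of the variance. Differential expression was tested with limma in 1 fit of all 9 arrays, and probe sets were called at a false discovery rate of 10%, the rate the paper uses. The number of arrays limits the precision of every value.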

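The N transport and metabolism genes AMT1, NRT2.1 and GDH1 were well above the detection limit in roots given water. The NH4+ transporter AMT1 had a log2 signal of 10.66 ± 0.29 (SD, n = 3), and the NO3- transporter NRT2.1 had one of 8.81 ± 0.65 (SD, n = 3). Glutamate dehydrogenase GDH1, which links glutamate to carbon metabolism, had a log2 signal of 11.18 ± 0.42 (SD, n = 3). A signal of at least 100 (4.605 as a natural log) on at least 1 of the 9 arrays was found for 6670 of the 10038 tomato probe sets. The share of probe sets at or above this limit was lowest on low NH4+ replicate 2 (52.2%) and highest on water replicate 3 (61.9%). A gene symbol was known for 672 of the 6670 probe sets, which are those tested for differential expression.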

Array analysis detected expression of 5822 of the 9524 transcripts contained on the tomato genechip. Statistical analyses identified 585 genes that were significantly altered in expression among the three treatment groups (Additional file 1). 

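The largest differences between roots of the high and low NH4+ treatments included enzymes that modify cell wall pectin. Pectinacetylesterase was higher in high than in low NH4+ roots by 2.22 on the log2 scale (standard error 0.42, adjusted p = 0.0922 from limma, n = 3 per group). A pectinesterase-like gene was higher by 2.13 (standard error 0.36, adjusted p = 0.0881). The ripening-related gene ERT 1b rose over water by 3.44 in low NH4+ roots (standard error 0.58, adjusted p = 0.0598). At least 1 of the 3 comparisons between treatments called 582 probe sets, or 569 genes when probe sets marked as redundant in Additional file 1 are counted once. Of the 582 probe sets, 425 are in Additional file 1. An F test over the 3 treatments called 423. Leaving out low NH4+ replicate 1 or 3 ended none of the calls of these 3 genes, and leaving out any other array ended at least 1 of them (adjusted p from 0.100 to 0.371). The number of probe sets called in any comparison was 33 without water replicate 1, 116 without water replicate 3, 344 without low NH4+ replicate 1, 42, 30 and 309 without high NH4+ replicates 1, 2 and 3, 1081 without water replicate 2 and 1865 without low NH4+ replicate 3.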

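Nitrite reductase Nii, which makes NH4+ from nitrite, was higher in high than in low NH4+ roots by 1.62 on the log2 scale (standard error 0.31, adjusted p = 0.0922 from limma, n = 3 per group). The cell cycle gene cdc20 was also higher in high NH4+ roots, by 1.54 (standard error 0.28, adjusted p = 0.0922), and so was an aspartate aminotransferase, an enzyme that passes amino groups between amino acids, by 1.54 (standard error 0.20, adjusted p = 0.0664). Against water, 435 probe sets changed in high NH4+ roots, 182 higher and 253 lower, but 222 higher and 136 lower after median centring and 352 and 342 after quantile normalization. In low NH4+ roots 199 changed, 36 higher and 163 lower, but 211 and 109 after median centring and 38 and 33 after quantile normalization, so the share of higher calls depends on the scaling. The direct comparison of the NH4+ treatments called 60 probe sets, 56 of them higher in high NH4+ roots, but 14 (12 higher) after median centring and 2 (both higher) after quantile normalization. The high NH4+ list held between 6 and 285 probe sets without water replicate 1 or 3, low NH4+ replicate 1 or any 1 high NH4+ array, and 728 without water replicate 2. The low NH4+ list held between 4 and 39 without water replicate 1 or 3, low NH4+ replicate 1 or 2 or any 1 high NH4+ array, 638 without water replicate 2 and 1126 without low NH4+ replicate 3, and it was the longer list without low NH4+ replicate 3 or high NH4+ replicate 1 or 2. The direct comparison called between 0 and 22 without water replicate 1 or 3, low NH4+ replicate 2 or high NH4+ replicate 1 or 2, 104 without low NH4+ replicate 1 and 860 without low NH4+ replicate 3, and where it called 0 (without low NH4+ replicate 2 or high NH4+ replicate 2) limma gave 717 and 777 at an unadjusted p under 0.05. Leaving out any 1 array other than low NH4+ replicates 1 and 3 ended at least 1 of the calls of Nii, cdc20 and the aminotransferase (adjusted p from 0.101 to 0.315). Without low NH4+ replicate 2 and water replicate 3, a choice made after seeing the data, the high NH4+ list held 170, the low NH4+ list 0 (675 at an unadjusted p under 0.05 from limma) and the direct comparison 8.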

The high NH_4_^+ ^treatment resulted in a much larger transcriptome response than the low NH_4_^+ ^treatment, with 535 genes differentially expressed between the high NH_4_^+ ^treatment and water control, compared to 89 genes with different expression levels between low NH_4_^+ ^treatment and water control (Figure 2a). While there were many differences between the regulated genes under high or low NH_4_^+ ^vs. water control treatments, 39 genes were identified as differentially regulated in both comparison groups, and all 39 were similarly regulated by the high and low NH_4_^+ ^treatments compared to water (Figure 2a and Additional file 2).

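Among genes that changed in both NH4+ treatments, a dicarboxylate transporter rose by 0.89 on the log2 scale in high NH4+ roots (standard error 0.23, adjusted p = 0.0856, n = 3 per group) and by 0.99 in low NH4+ roots (standard error 0.23, adjusted p = 0.0945 from limma). Gamma-aminobutyrate transaminase, which breaks down the amino acid GABA, fell by 0.88 in high NH4+ roots (standard error 0.20, adjusted p = 0.0636) and by 0.82 in low NH4+ roots (standard error 0.20, adjusted p = 0.0973). Both lists held 68 probe sets, 9 higher and 59 lower (32 and 45 after median centring, 17 and 22 after quantile normalization), and all 68 changed in the same direction. Unrelated lists of these lengths would share 0.982 higher and 6.18 lower probe sets. The correlation across probe sets, which are not independent replicates, was 0.54 between the log2 fold changes of the 2 treatments, and their covariance was 0.189. In 100 simulations with no treatment effect but the same water arrays in both comparisons, the correlation averaged 0.50 (from 0.46 to 0.54), the covariance 0.0483 and the number of shared probe sets 0.02. The simulated values were independent between probe sets with equal spread in all groups, so their ranges leave out shifts of whole arrays. With no effect almost nothing is called, so the 0.02 is near 0 by construction. It does not measure sharing among called probe sets. The 3 water arrays are too few to be divided between the comparisons, so part of the excess may come from them. Leaving out any 1 array other than water replicate 2 and low NH4+ replicate 3 ended at least 1 of these 4 calls (adjusted p from 0.104 to 0.297). The shared list held between 3 and 12 probe sets without water replicate 1 or 3, low NH4+ replicate 1 or 2 or any 1 high NH4+ array, 289 without water replicate 2, 142 without low NH4+ replicate 3 and 39 after quantile normalization, and the correlation was 0.66, 0.63 and 0.65 without water replicate 2, low NH4+ replicate 2 and high NH4+ replicate 1. From the shared genes, the paper proposes a physiological response that is conserved over a range of N patches.

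**Figure D1:**
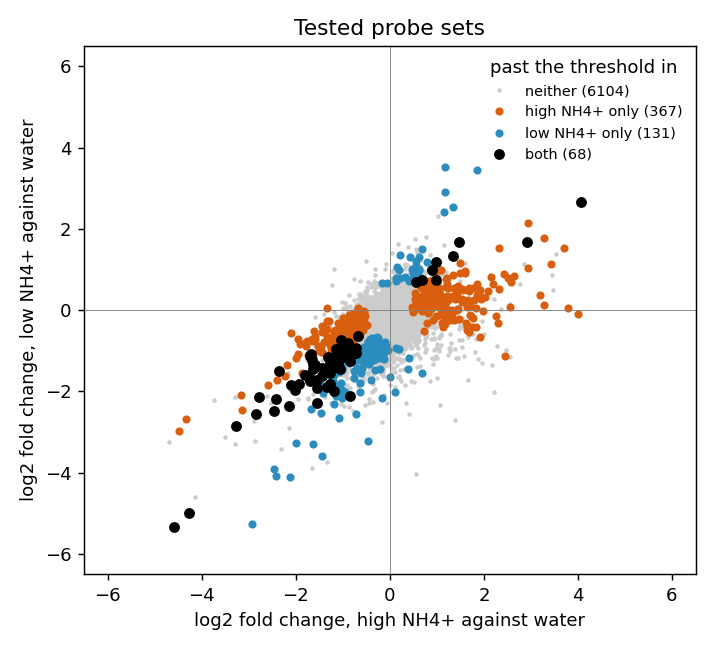
Log2 fold changes of the 6670 tested probe sets in high NH4+ roots (x axis) and low NH4+ roots (y axis), both against water, with points coloured by the list that holds them. The 68 probe sets of both lists, in black, lie in the upper right and lower left corners.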

**Figure 2:**
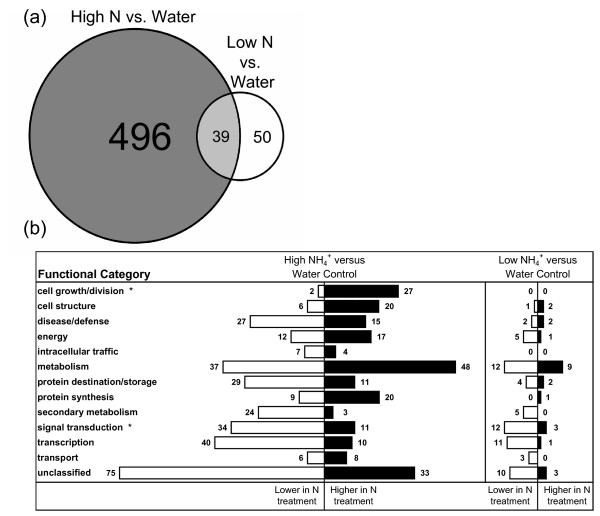
**Classification of nitrogen treatment-regulated genes into defined functional categories**. (a) Venn diagram displaying the number of genes identified in either or both the high NH_4_^+ ^vs. water and low NH_4_^+ ^vs. water comparisons. (b) Affymetrix probeset sequences were matched to publicly available Genbank accession identifications and categorized according to tomato or Arabidopsis orthologue gene annotations. Differential expression was analyzed at 53h post treatment. Black bars represent the number of genes more highly expressed in the NH_4_^+ ^treatment compared to the water treatment, and white bars represent the number more highly expressed in the water treatment compared to the NH_4_^+ ^treatment. Asterisks indicate a significant difference in the proportion of genes in those functional categories between the high NH_4_^+ ^vs. water and low NH_4_^+ ^vs. water comparisons.

We annotated and categorized nearly 80% of the 585 differentially regulated genes into putative functional classes. 

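Metabolism was the largest class of the probe sets that the study annotated. Of its probe sets in Additional file 1, 39 rose and 27 fell in high NH4+ roots, and 9 rose and 15 fell in low NH4+ roots (limma, n = 3 per group). In the energy class of 33 probe sets, 14 rose and 9 fell in high NH4+ roots, and 1 rose and 8 fell in low NH4+ roots. In the disease and defence class of 45 probe sets, 13 rose and 22 fell in high NH4+ roots, and 2 rose and 4 fell in low NH4+ roots. The file places 79.6% of its probe sets in 12 classes and leaves 124 unclassified, of which 21 rose and 52 fell in high NH4+ roots. These shares depend on the scaling: after median centring 38 rose and 13 fell in metabolism, 8 and 8 in energy, 13 and 10 in disease and defence and 21 and 19 among unclassified probe sets in high NH4+ roots, and 15 and 7, 5 and 5, and 9 and 3 in the first 3 classes in low NH4+ roots. After quantile normalization the high NH4+ counts kept their direction in these classes. There 47 rose and 34 fell in metabolism, 18 and 10 in energy, 14 and 25 in disease and defence and 31 and 58 among unclassified probe sets. In low NH4+ roots 9 then rose and 5 fell in metabolism, 1 and 4 in energy and 2 and 2 in disease and defence. The study chose these probe sets on the same arrays, so the counts are not independent evidence of a direction. The classified probe sets called in high NH4+ roots, 299 in all, were 8 without water replicate 1, 76 without water replicate 3, 192 without low NH4+ replicate 1 and 2, 3 and 196 without high NH4+ replicates 1, 2 and 3. Those called in low NH4+ roots, 86 in all, were 3 without water replicate 1 or 3 or high NH4+ replicate 3, 16 and 4 without low NH4+ replicates 1 and 2, 23 and 17 without high NH4+ replicates 1 and 2, 143 without water replicate 2 and 138 without low NH4+ replicate 3.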

The NH_4_^+ ^treatments resulted in the differential regulation of genes in a wide range of functional categories (Figure 2b). 

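Cell structure and transcription genes went opposite ways in high NH4+ roots. Of 48 cell structure probe sets of Additional file 1, 29 rose and 5 fell in high NH4+ roots (two-sided exact binomial test, p = 3.86e-05), and 1 rose and 1 fell in low NH4+ roots. Of 54 transcription probe sets, 6 rose and 28 fell in high NH4+ roots (p = 0.000195, two-sided exact binomial test), and 1 rose and 12 fell in low NH4+ roots. After median centring 29 rose and 1 fell in cell structure and 7 rose and 15 fell in transcription in high NH4+ roots, and 7 and 1, and 2 and 3, in low NH4+ roots. Both lists of probe sets were chosen by the study on these arrays and are not independent evidence, and genes are not independent replicates. In each of the 12 classes, the list of high NH4+ roots held more probe sets than that of low NH4+ roots. Without water replicate 1 this held for 4 classes, and without high NH4+ replicate 1 or 2 for 0 of them, since the fit then called 2 and 3 classified probe sets in high NH4+ roots. The number of cell structure probe sets called in high NH4+ roots fell to 25, 20 and 9 without low NH4+ replicate 1, high NH4+ replicate 3 and water replicate 3 and to 0 without water replicate 1 or high NH4+ replicate 1 or 2, and the number of transcription probe sets to 21, 23, 5, 1, 0 and 0 without the same arrays.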

In every functional category, the high NH_4_^+ ^vs. water comparison contained a significantly higher number of genes compared to the low NH_4_^+ ^vs. water comparison, further indicating that the high NH_4_^+ ^treatment resulted in a larger scale transcriptional response. Fisher's exact test was used to determine whether the gene lists from the [high NH_4_^+ ^vs. water] or [low NH_4_^+ ^vs. water] comparisons were enriched for different functional categories compared to one another, indicating a unique type of response to the two NH_4_^+ ^treatments. 

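Genes that drive the cell cycle rose in high NH4+ roots. Cyclin A1 rose by 1.41 on the log2 scale over water (standard error 0.23, adjusted p = 0.0431 from limma, n = 3 per group), and the mitotic kinase gene CDKB2 rose by 1.31 (standard error 0.25, adjusted p = 0.0489). The log2 fold change in low NH4+ roots was 0.36 for cyclin A1 (standard error 0.23, adjusted p = 0.347) and 0.32 for CDKB2 (standard error 0.25, adjusted p = 0.451). The difference between the 2 NH4+ treatments did not pass the test for either gene (adjusted p = 0.106 and 0.131). Of the cell growth and division genes of Table 2, 21 were among the 422 genes of the high NH4+ list (4.98%) and 0 among the 198 of the low NH4+ list (two-sided Fisher's exact test, p = 0.000449). Of the 30 probe sets of Table 2, 3 had an unadjusted p under 0.05 from limma in low NH4+ roots, and a form of the methods' test, on 1 probe set at a time, called 0. That test called only 1 of all 6670 probe sets in low NH4+ roots, so its 0 says little about the table. The study chose this table on the same arrays, so it is not independent evidence. It called all genes of the table in high NH4+ roots against water. Of the 199 low NH4+ calls here, 99 are absent from Additional file 1 and could not be in the table. A low share in the low NH4+ list was thus partly fixed in advance. Without water replicate 1 or high NH4+ replicate 1 or 2, neither gene was called (adjusted p from 0.156 to 0.211). The high and low NH4+ lists then held 11 and 5, 6 and 38, and 6 and 27 genes, with 0 of Table 2 in each. Fisher's p was 1 without any of these or without water replicate 3, low NH4+ replicate 2 or high NH4+ replicate 3, and 0.382 without low NH4+ replicate 1. In these last fits the high NH4+ shares were 9.91%, 3.80%, 6.88% and 6.52%. The low NH4+ lists held 0 of 5, 5, 4 and 26 genes, too few for the test to pass. Fisher's p was 0.161 after quantile normalization, 0.0680 with no filter and 0.0602 for the cell growth class of Additional file 1 in place of Table 2. It was 0.000138 after median centring and 0.00807 with signals under 100 set to 100.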

Significantly more cell growth and division genes were identified in the high NH_4_^+ ^vs. water comparison (29 out of 535, 5.4%) than the low NH_4_^+ ^vs. water comparison (0 out of 89, 0%) (P = 0.0245). Conversely, significantly more signal transduction genes were identified in the low NH_4_^+ ^vs. water comparison (15 out of 89, 16.9%) than the high NH_4_^+ ^vs. water comparison (45 out of 535, 8.4%) (P = 0.0187).

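Among kinases and adaptors of signal transduction, the MAP kinase kinase MKK3 rose by 1.02 on the log2 scale in high NH4+ roots (standard error 0.19, adjusted p = 0.0448 from limma, n = 3 per group), and the 14-3-3 protein gene TFT6 by 0.67 (standard error 0.18, adjusted p = 0.0912). Their log2 fold changes in low NH4+ roots were 0.28 (standard error 0.19, adjusted p = 0.379) and 0.33 (standard error 0.18, adjusted p = 0.281). MKK3 was the 1 of 9 tested MAP kinase probe sets that changed in high NH4+ roots, and TFT6 the 1 of 8 of 14-3-3 proteins. Of the 54 signal transduction probe sets of Additional file 1, a list chosen by the study on these arrays, 10 rose and 20 fell in high NH4+ roots, and 2 rose and 14 fell in low NH4+ roots (4 and 9 after median centring). They made up 7.11% of the high NH4+ list (30 of 422 genes) and 8.08% of the low NH4+ list (16 of 198 genes; two-sided Fisher's exact test, p = 0.743). A class is given only for probe sets of Additional file 1. That file holds 372 of the 435 called in high NH4+ roots and 100 of the 199 called in low NH4+ roots. The others count as outside the class, which lowers the low NH4+ share more, so this p does not test the paper's difference. After quantile normalization the shares were 5.64% and 14.3% (Fisher's exact test, p = 0.00999). MKK3 was not called without water replicate 1 or high NH4+ replicate 1 or 2, and TFT6 without any of these, water replicate 3, low NH4+ replicate 1 or high NH4+ replicate 3 (adjusted p from 0.111 to 0.301). The share was the larger in the high NH4+ list whichever 1 array was left out, with a Fisher's p from 3.82e-06 (without low NH4+ replicate 3) to 1. Without water replicate 2 or low NH4+ replicate 3, only 173 of 638 and 167 of 1126 low NH4+ calls are in Additional file 1. Of the high NH4+ calls, 399 of 728 and 427 of 566 are. The other low NH4+ lists held 4 to 38 genes. Neither kind of fit shows that the share was truly larger in high NH4+ roots. The high NH4+ share was also the larger with no filter, after median centring and under 5 other settings.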

A significant proportion (39 out of 89, 43.8%) of the genes in the low NH_4_^+ ^vs. water comparison were similarly regulated in the high NH_4_^+ ^vs. water comparison (Additional file 2), and included N assimilation and metabolism genes such as glutamine synthetase and tryptophan synthase. 

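Cytosolic glutamine synthetase GTS1, which binds NH4+ into glutamine, rose by 2.66 on the log2 scale in low NH4+ roots (standard error 0.26, adjusted p = 0.0125 from limma, n = 3 per group). Its log2 signal was 10.36 ± 0.21 (SD, n = 3) in low NH4+ roots and 7.71 ± 0.10 (SD, n = 3) in water controls. A second GTS1 probe set rose by 1.67 (standard error 0.23, adjusted p = 0.0580). Tryptophan synthase rose by 1.00 (standard error 0.19, adjusted p = 0.0636). The high NH4+ list held 34.2% of the probe sets of the low NH4+ list. GTS1 remained called without each single array. Tryptophan synthase was not called without water replicate 1 or 3, low NH4+ replicate 1 or 2 or any 1 high NH4+ array (adjusted p from 0.108 to 0.203), and the second GTS1 probe set was not called without water replicate 1 or 3, low NH4+ replicate 2 or high NH4+ replicate 3 (adjusted p from 0.105 to 0.167). The share of 34.2% was 7.69% of 39 and 14.3% of 28 probe sets without high NH4+ replicates 1 and 2, and 12.6% of 1126 without low NH4+ replicate 3. It was 60.0%, 60.0%, 100% and 75.0% without water replicates 1 and 3, low NH4+ replicate 2 and high NH4+ replicate 3. These low NH4+ lists held only 5, 5, 6 and 4 probe sets. It was 54.9% of 71 after quantile normalization and 54.5% of 143 with a floor at a signal of 100. It was between 62.5% and 100% with a form of the methods' test on 1 probe set at a time, with only the 2 groups compared and at a false discovery rate of 5%. These lists held 1, 8 and 4 probe sets. Shares of lists this short say little about how many low NH4+ changes are shared.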

Eight of the remaining 50 (16%) genes uniquely identified only in the low NH_4_^+ ^vs. water comparison function in sugar metabolism including glucosyl hydrolase, trehalose 6-phosphate synthase, low affinity sucrose transporter *SUT4*, isocitrate lyase, and glucose 6-phosphate translocator.

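Isocitrate lyase, an enzyme of the glyoxylate cycle, fell by 3.60 on the log2 scale in low NH4+ roots (standard error 0.58, adjusted p = 0.0598 from limma, n = 3 per group). A glycosyl hydrolase of family 17 fell by 1.46 (standard error 0.22, adjusted p = 0.0580) and on a second probe set by 1.19 (standard error 0.24, adjusted p = 0.0826), trehalose-phosphate synthase by 0.97 (standard error 0.15, adjusted p = 0.0580) and the sucrose transporter SUT4 by 0.69 (standard error 0.16, adjusted p = 0.0945). The glucose-6-phosphate translocator had a log2 fold change of -0.53 (standard error 0.14, adjusted p = 0.105). In high NH4+ roots the log2 fold changes of the first 4 were -1.44, 0.38, -0.09 and -0.24 (adjusted p from 0.196 to 0.757). Compared directly, high NH4+ roots were above low NH4+ roots in the glycosyl hydrolase by 1.84 (standard error 0.22, adjusted p = 0.0476) and in trehalose-phosphate synthase by 0.88 (standard error 0.15, adjusted p = 0.0861), while the differences for isocitrate lyase (adjusted p = 0.144) and SUT4 (adjusted p = 0.209) did not pass the test. None of the low NH4+ calls of these 4 genes held without water replicate 1 or 3, low NH4+ replicate 2 or high NH4+ replicate 3, those of isocitrate lyase and trehalose-phosphate synthase ended without low NH4+ replicate 1, and those of SUT4 and the second hydrolase probe set without low NH4+ replicate 1 or high NH4+ replicate 1 or 2 (adjusted p from 0.104 to 0.270). Under the 11 alternatives other than leaving out arrays, the low NH4+ call of SUT4 was kept in 2 and that of trehalose-phosphate synthase in 5. Those of the 2 hydrolase probe sets were kept in 8 and 7, and that of isocitrate lyase in 9. The direct differences were not called without low NH4+ replicate 2 or high NH4+ replicate 1 or 2, or, for trehalose-phosphate synthase, water replicate 1 or 3 (adjusted p from 0.102 to 0.315).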

### Identification of genes regulated among the N treatments

Multiple genes in the N transporters, N metabolism, and amino acid metabolism subcategories were highly responsive to the NH_4_^+ ^treatments. The high NH_4_^+ ^treatment resulted in the increased expression level of N transporter, assimilation, and metabolism genes in roots including NH_4_^+ ^transporter *AMT2*, NO_3_^- ^transporter *NRT2.1*, nitrite reductase *Nii2*, glutamine synthetases *GS *(chloroplastic) and *GTS1 *(cytosolic), and NADH-dependant glutamate synthase *GLT1 *(GOGAT) (Table 1). 

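In high NH4+ roots, GTS1 rose to a log2 signal of 11.77 ± 0.55 (SD, n = 3), a log2 fold change of 4.06 over water (standard error 0.26, adjusted p = 0.000357 from limma), and its second probe set rose by 2.93 (standard error 0.23, adjusted p = 0.00130). It was higher in high than in low NH4+ roots by 1.40 (standard error 0.26, adjusted p = 0.0922). Nii rose from 9.31 ± 0.48 (SD, n = 3) in water to 11.39 ± 0.22 (SD, n = 3), or by 2.09 (standard error 0.31, adjusted p = 0.0411). AMT2 rose from 7.74 ± 0.19 (SD, n = 3) to 9.76 ± 0.25 (SD, n = 3), or by 2.03 (standard error 0.38, adjusted p = 0.0467). The chloroplastic glutamine synthetase GS rose by 1.69 (standard error 0.31, adjusted p = 0.0448), NRT2.1 by 1.38 (standard error 0.36, adjusted p = 0.0856) and glutamate synthase GLT1, which makes glutamate from glutamine, by 0.81 (standard error 0.20, adjusted p = 0.0773). Of the 21 probe sets of Table 1, 9 rose and 6 fell (12 and 9 adjusted over the list alone, 9 and 2 after median centring), which is not independent evidence because the study chose the table on these arrays. Both GTS1 probe sets were called against water without each single array, but the difference of GTS1 between high and low NH4+ roots was not called without any 1 array other than low NH4+ replicate 3 and high NH4+ replicate 1 (adjusted p from 0.101 to 0.269). The other 5 genes were not called without high NH4+ replicate 1 or 2, nor were AMT2, NRT2.1 and GLT1 without water replicate 1, NRT2.1 and GLT1 without water replicate 2 or high NH4+ replicate 3, and NRT2.1 without water replicate 3 or low NH4+ replicate 1 (adjusted p from 0.107 to 0.290). Of Table 1, 3 rose and 0 fell without water replicate 1, 7 and 1 without water replicate 3, 8 and 3 without low NH4+ replicate 1, 1 and 0 without high NH4+ replicate 1 or 2 and 6 and 4 without high NH4+ replicate 3.

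**Figure D2:**
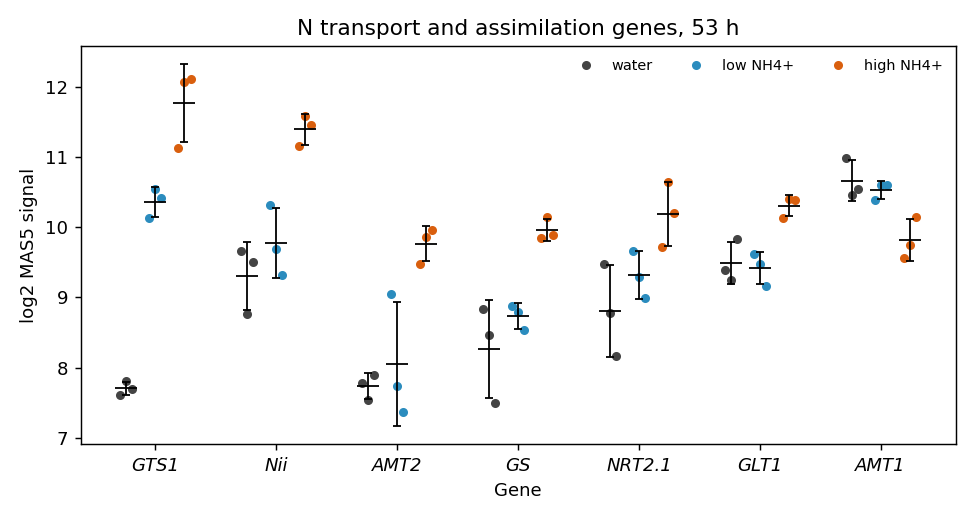
Log2 MAS5 signal of 7 N transport and assimilation genes on each of the 9 arrays, as points grouped by treatment, with black bars for the mean and SD of 3 arrays. GTS1 lies at 7.71 on average in water, 10.36 in low NH4+ and 11.77 in high NH4+ roots.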

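The high-affinity NH4+ transporter AMT1 fell by 0.85 on the log2 scale in high NH4+ roots (standard error 0.21, adjusted p = 0.0773 from limma, n = 3 per group), to a log2 signal of 9.81 ± 0.30 (SD, n = 3). The peptide transporter OPT1 had a log2 fold change of -0.81 (standard error 0.24, adjusted p = 0.106) and the nitrilase NIT4 one of -1.01 (standard error 0.30, adjusted p = 0.106). AMT1 was not called without water replicate 1 or 3, low NH4+ replicate 1 or high NH4+ replicate 1 or 2 (adjusted p from 0.104 to 0.264). OPT1 and NIT4 passed without low NH4+ replicate 2 or 3, and OPT1 also without water replicate 2.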

Additional genes including peptide transporter 1 (*LeOPT1*), NH_4_^+ ^transporter 1 (*AMT1*), and nitrilase (*NIT4*) exhibited lower expression levels in the high NH_4_^+ ^treatment roots compared to water control samples. The nitrate transporters *NRT2.3 *and *NRT3.2 *were found on the array but were not differentially regulated among the treatment groups. 

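Aspartate aminotransferase, which moves amino groups between glutamate and aspartate, rose in high NH4+ roots on both of its probe sets, by 1.20 (standard error 0.24, adjusted p = 0.0524 from limma, n = 3 per group) and 1.12 (standard error 0.20, adjusted p = 0.0431) on the log2 scale. Alanine aminotransferase had a log2 fold change of 0.78 (standard error 0.23, adjusted p = 0.106). Tryptophan synthase had one of 0.61 in high NH4+ roots (standard error 0.19, adjusted p = 0.123). The aspartate aminotransferase calls ended without water replicate 1 or high NH4+ replicate 1 or 2, and 1 of them also without water replicate 3 (adjusted p from 0.124 to 0.212). Alanine aminotransferase passed without water replicate 3 or low NH4+ replicate 3, and tryptophan synthase without water replicate 2.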

Multiple amino acid metabolism genes were regulated by the N treatments including higher expression levels of two aspartate aminotransferases, an alanine aminotransferase, and a tryptophan synthase (Table 1). Lower expression levels of chorismate synthase 2 and alpha-aminoadipic semialdehyde synthase were detected (Table 1). 

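Chorismate synthase 2 (CS2), which makes the precursor of the aromatic amino acids, fell by 0.79 on the log2 scale in high NH4+ roots (standard error 0.19, adjusted p = 0.0704 from limma, n = 3 per group). Its log2 fold change was -0.44 in low NH4+ roots (standard error 0.19, adjusted p = 0.200). Alpha-aminoadipic semialdehyde synthase, which breaks down lysine, fell by 1.18 in high NH4+ roots (standard error 0.28, adjusted p = 0.0703) and by 1.23 in low NH4+ roots (standard error 0.28, adjusted p = 0.0945). Homogentisate 1,2-dioxygenase, of tyrosine breakdown, fell by 0.98 in high NH4+ roots (standard error 0.28, adjusted p = 0.0981). The high NH4+ calls of these 3 genes ended without water replicate 1 or 3 or high NH4+ replicate 1 or 2, and those of CS2 and the dioxygenase without low NH4+ replicate 1 (adjusted p from 0.104 to 0.327). The low NH4+ call ended without water replicate 1 or 3, low NH4+ replicate 1 or 2 or any 1 high NH4+ array (adjusted p from 0.117 to 0.265).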

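The ANR1-like MADS-box gene fell by 1.71 on the log2 scale in high NH4+ roots (standard error 0.39, adjusted p = 0.0671 from limma), from a log2 signal of 9.24 ± 0.77 (SD, n = 3) in water to 7.53 ± 0.09 (SD, n = 3). This is 3.26-fold on the linear scale. Low NH4+ roots had a log2 fold change of -1.19 (standard error 0.39, adjusted p = 0.147). The call ended without water replicate 1 or any 1 high NH4+ array (adjusted p from 0.125 to 0.227).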

A tomato MADS-Box transcription factor similar to the Arabidopsis N-starvation response transcription factor ANR1 was expressed 3.26-fold higher in the water control treatment compared to high NH_4_^+ ^samples (Table 1).

**Table 1:** Differentially regulated nitrogen assimilation and metabolism genes.

Probe Set ID	Putative Annotation	Fold Change (High N vs. water)	P-value	Fold Change (Low N vs. water)	P-value
Les.224.1.S1_at	glutamine synthetase	**16.69**	0.002	**6.31**	0.024

Les.2360.1.S1_at	nitrite reductase	**4.25**	0.044	1.39	0.364

Les.3640.1.S1_at	ammonium transporter	**4.07**	0.045	1.24	0.638

Les.2884.1.S1_at	glutamine synthetase	**3.23**	0.044	1.39	0.365

Les.28.2.S1_a_at	nitrate transporter 2.1	**2.61**	0.082	1.42	0.402

Les.987.1.A1_at	aspartate aminotransferase	**2.29**	0.050	-1.02	0.943

Les.987.3.S1_at	aspartate aminotransferase	**2.18**	0.044	-1.34	0.216

Les.5163.1.S1_at	dicarboxylate transport	**1.85**	0.075	1.99	0.105

Les.899.1.S1_at	NADH-dependent glutamate synthase	**1.76**	0.064	-1.05	0.834

Les.3626.1.S1_at	alanine aminotransferase	**1.71**	0.092	1.36	0.246

Les.2756.1.A1_at	tryptophan synthase-related	**1.53**	0.095	**2.01**	0.078

Les.231.1.S1_at	O-acetyl(thiol)serine lyase	1.32	0.136	**1.63**	0.088

Les.3660.1.S1_at	chorismate synthase 2	**-1.73**	0.061	-1.36	0.180

Les.299.1.S1_at	peptide transporter 1	**-1.75**	0.093	-1.37	0.254

Les.797.1.S1_at	ammonium tranporter 1	**-1.80**	0.065	-1.09	0.700

Les.3289.1.S1_at	g-aminobutyrate transaminase subunit precursor	**-1.84**	0.053	-1.76	0.105

Les.7.1.S1_at	homogentisate 1,2-dioxygenase HGO	**-1.98**	0.092	-1.54	0.214

Les.1493.1.S1_at	nitrilase	**-2.02**	0.098	-1.65	0.192

LesAffx.3336.1.S1_at	cystathionine beta-synthase domain protein	-2.15	0.108	**-3.60**	0.078

Les.3071.1.S1_at	alpha-aminoadipic semialdehyde synthase	**-2.27**	0.067	-2.35	0.105

Les.5024.1.S1_at	ANR1-like MADS-box transcription factor	**-3.26**	0.067	-2.28	0.156

Probe Set ID; Affymetrix identifier for each microarray probeset. Putative Annotation; functional annotation based on tomato protein function or function of Arabidopsis orthologues identified with BLAST searches. Fold Change; linear fold changes (bold values significant at False Discovery Rate (FDR) adjusted P-value < 0.10). High N = added 65 μg ^15^NH_4_-N per gram soil, low N = added 6.5 μg ^15^NH_4_-N per gram soil. Probe Set IDs Les.987.1.A1_at and Les.987.3.S1_at represent the same genes.

We used qRT-PCR to quantify the expression of key N metabolism genes to confirm the accuracy of the array results. The qRT-PCR results largely agreed with both the direction and magnitude of expression levels across the three treatments, including three genes that were not significantly different by array or qRT-PCR (glutamate dehydrogenase *GDH1*, ferrodoxin-dependant glutamate synthase *GLS1.2 *(GOGAT), and asparagine synthetase *ASN1*) (Figure 3).

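On the arrays, GDH1 had a log2 fold change of -0.15 in high NH4+ roots (standard error 0.23, adjusted p = 0.726 from limma, n = 3 per group) and -0.50 in low NH4+ roots (standard error 0.23, adjusted p = 0.218). High and low NH4+ roots differed by 0.34 (standard error 0.23, adjusted p = 0.411).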

**Figure 3:**
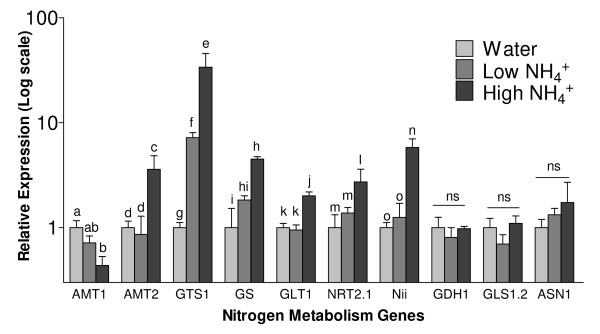
**qRT-PCR analysis of key nitrogen metabolism genes**. Expression levels of NH_4_^+ ^transporters AMT1 and AMT2, glutamine synthetases GTS1 and GS, NO_3_^- ^transporter NRT2.1, nitrite reductase Nii, NADH-dependant glutamate synthase GLT1 (GOGAT), glutamate dehydrogenase GDH1, ferrodoxin-dependant glutamate synthase GLS1.2 (GOGAT), and asparagine synthetase ASN1 in patch roots harvested 53 hrs after high (65 μg NH_4_^+^-N g^-1 ^soil), low (6.5 μg NH_4_^+^-N g^-1 ^soil), or water control treatments. Relative quantity was calculated using the ΔΔCT method with actin (LeACT) as the reference control, and the water control group normalized to 1. For a given gene, means followed by different letters are significantly different from one another at P < 0.05 (one way ANOVA).

Microarrays identified genes that were differentially regulated among the NH_4_^+ ^treatments from other functional categories including cell growth/division, cell wall biosynthesis, and stress/defense response, and sulfur metabolism (Figure 2b, Tables 2, 3, and 4, and Additional file 1). In the cell growth and division category, there were significantly more genes induced by the high NH_4_^+ ^treatment vs. water control than repressed by the high NH_4_^+ ^treatment (27 out of 29 cell growth and division genes induced by high NH_4_^+^, P < 0.001) (Table 2). This category of genes included multiple cyclins, histones, and other growth factors. 

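Of the 30 probe sets of Table 2, which stand for 26 genes, 23 rose and 1 fell in high NH4+ roots (28 and 2 adjusted over the list alone; limma, n = 3 per group). The 1 that fell was the gene of ER auxin binding protein 1, by 0.80 on the log2 scale (standard error 0.22, adjusted p = 0.0961). A minichromosome maintenance protein, part of the helicase that opens DNA for replication, rose by 0.87 (standard error 0.24, adjusted p = 0.0966). The median log2 fold change of the 30 was 0.92 in high NH4+ roots, with 28 above 0 (two-sided exact binomial test, p = 8.68e-07), and 0.22 in low NH4+ roots. The test counted each probe set, also where 2 stand for 1 gene. Of the 26 genes, 24 were above 0 and 2 below in high NH4+ roots. High and low NH4+ roots differed directly in 4 of the 30, all higher in high NH4+ roots. The study chose the table on these arrays, so none of these counts is independent evidence. No probe set of the table was called without water replicate 1 or high NH4+ replicate 1 or 2, and 11 rose without water replicate 3. Both genes lost their calls without any of these arrays, low NH4+ replicate 1 or high NH4+ replicate 3 (adjusted p from 0.122 to 0.324).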

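Histone genes rose together in high NH4+ roots. Of 15 histone probe sets of Table 2, 13 rose and none fell (15 adjusted over the list alone), with a median log2 fold change of 0.97 (limma, n = 3 per group). Of 4 cyclins in the table, 3 rose, and the other had a log2 fold change of -0.65 (standard error 0.19, adjusted p = 0.109) and fell after quantile normalization. Both groups come from a table chosen on these arrays and are not independent evidence. A list of 5 cell cycle and DNA replication probe sets, fixed before the data were examined, had a median log2 fold change of 0.85 (camera, adjusted p = 0.0183; adjusted p = 0.314 with an estimated correlation), with 2 called higher and 3 adjusted over the list alone. In the direct comparison of high with low NH4+ its median was 0.74 (camera, adjusted p = 0.0534; adjusted p = 0.230 with an estimated correlation). Without water replicate 1 or high NH4+ replicate 1 or 2, no histone or cyclin of the table was called, and without water replicate 3, 6 histone probe sets and 2 cyclins were.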

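TPRP-F1, a proline-rich cell wall protein gene, rose by 2.58 on the log2 scale in high NH4+ roots (standard error 0.51, adjusted p = 0.0496 from limma, n = 3 per group). XTH1, which cuts and rejoins xyloglucan chains, rose by 1.64 (standard error 0.41, adjusted p = 0.0807), while another member of its family, XTH5, fell by 1.34 (standard error 0.34, adjusted p = 0.0804). An esterase/lipase/thioesterase gene fell by 1.91 (standard error 0.42, adjusted p = 0.0629). Of the 20 probe sets of Table 3, 12 rose and 2 fell (18 and 2 adjusted over the list alone), and 18 had a log2 fold change above 0 (two-sided exact binomial test, p = 0.000402). The test counted probe sets, which stand for 19 genes, 17 above 0 and 2 below. The study chose the table on these arrays, so the counts are not independent evidence. High NH4+ roots were above low NH4+ roots in 3 of the 20, XTH1 among them, by 2.05 (standard error 0.41, adjusted p = 0.0964). No probe set of the table was called without water replicate 1 or high NH4+ replicate 1 or 2, 2 rose and 0 fell without water replicate 3, and 4 rose and 1 fell without high NH4+ replicate 3. XTH1 in the direct comparison was not called without water replicate 1 or 3, low NH4+ replicate 2 or any 1 high NH4+ array (adjusted p from 0.101 to 0.387). Against water, XTH1, XTH5 and the esterase were also not called without water replicate 3, XTH1 and the esterase without high NH4+ replicate 3 and XTH5 without low NH4+ replicate 1, with an adjusted p from 0.108 to 0.258 over all arrays that ended a call of the 4 genes.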

A similar pattern was observed for cell wall biosynthesis genes encoding multiple pectinesterases, expansins, endo-xyloglucan transferases, and cellulose synthase (18 out of 20 induced by high NH_4_^+^, P < 0.001) (Table 3).

**Table 2:** Differentially regulated cell growth and division genes.

Probe Set ID	Putative Annotation	Fold Change (High N vs. water)	P-value
Les.5082.1.S1_at	cdc20 cell cycle regulator	**3.46**	**0.044**

Les.2170.1.A1_at	cyclin	**2.89**	**0.062**

Les.5789.1.S1_at	histone 3	**2.74**	**0.045**

Les.103.1.S1_at	cyclin A1	**2.65**	**0.044**

Les.3009.3.A1_at	histone HTA12	**2.52**	**0.053**

Les.3713.1.S1_at	B2-type cyclin dependent kinase	**2.48**	**0.044**

Les.677.1.S1_at	histone H2AX	**2.33**	**0.053**

Les.677.2.A1_at	histone H2AX	**2.31**	**0.061**

Les.5740.1.S1_at	replicon protein A	**2.28**	**0.044**

LesAffx.66157.1.S1_at	mitotic arrest deficient-like	**2.21**	**0.068**

LesAffx.19390.1.S1_at	cyclin	**2.16**	**0.044**

Les.3209.1.S1_at	histone H4 replacement isoform	**2.11**	**0.044**

Les.3090.1.S1_at	histone H3	**2.08**	**0.044**

Les.3555.1.S1_at	histone H2B-2	**2.00**	**0.044**

Les.4603.1.S1_at	histone H3	**1.96**	**0.044**

Les.5283.1.S1_at	minichromosome maintenance protein	**1.83**	**0.084**

Les.4439.1.S1_at	histone H3	**1.80**	**0.053**

Les.4978.1.S1_at	DNA-dependant ATPase	**1.77**	**0.091**

Les.4442.1.S1_s_at	histone H2B-1	**1.73**	**0.044**

LesAffx.57438.1.S1_at	nucleosome chromatin assembly factor	**1.72**	**0.081**

Les.3209.2.A1_at	histone H4 replacement isoform	**1.72**	**0.062**

Les.4831.1.S1_at	nucleosome chromatin assembly factor	**1.64**	**0.053**

Les.4539.1.S1_a_at	histone H4	**1.57**	**0.091**

LesAffx.2226.2.A1_at	ribonucleotide reductase-like	**1.57**	**0.091**

Les.4564.1.S1_at	microtubule associated protein	**1.54**	**0.088**

Les.2989.1.S1_at	histone HTA7	**1.51**	**0.044**

Les.4539.2.S1_at	histone H4	**1.50**	**0.091**

Les.3009.2.S1_at	histone HTA12	**1.48**	**0.066**

Les.4940.1.S1_at	cyclin	**-1.56**	**0.088**

Les.3563.1.S1_at	ER auxin binding protein 1	**-1.74**	**0.082**

Probe Set ID; Affymetrix identifier for each microarray probeset. Putative Annotation; functional annotation based on tomato protein function or function of Arabidopsis orthologues identified with BLAST searches. Fold Change; linear fold changes (bold values significant at False Discovery Rate (FDR) adjusted P-value < 0.10). Probe Set IDs representing the same genes include (Les.3009.3.A1_at and Les.3009.2.S1_at), (Les.677.1.S1_at and Les.677.2.A1_at), (Les.3209.1.S1_at and Les.3209.2.A1_at) and (Les.4539.1.S1_a_at and Les.4539.2.S1_at).

**Table 3:** Differentially regulated cell wall metabolism genes.

Probe Set ID	Putative Annotation	Fold Change (High N vs. water)	P-value	Fold Change (Low N vs. water)	P-value
Les.3273.1.S1_at	cell wall-plasma membrane linker	**5.98**	**0.053**	1.63	0.424

LesAffx.846.2.S1_at	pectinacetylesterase	**3.22**	**0.080**	-1.44	0.458

Les.3733.1.S1_at	expansin	**3.20**	**0.067**	1.45	0.414

Les.3590.1.S1_at	endo-xyloglucan transferase	**3.12**	**0.081**	-1.33	0.565

LesAffx.4617.1.A1_at	pectinesterase	**3.10**	**0.063**	-1.41	0.417

Les.2316.1.S1_at	cellulose synthase isomer	**3.01**	**0.067**	1.88	0.193

Les.2189.1.S1_at	pectinesterase	**2.51**	**0.070**	-1.07	0.868

Les.218.3.S1_at	pectinesterase	**2.07**	**0.094**	-1.14	0.710

Les.1604.1.A1_at	cobra-like4 phytocheletin synthase	**1.91**	**0.096**	1.51	0.219

Les.369.1.S1_at	expansin	**1.87**	**0.074**	1.48	0.186

LesAffx.69659.1.S1_at	chitinase class IV	**1.82**	**0.063**	1.65	0.127

Les.5233.1.S1_at	pectinesterase	**1.76**	**0.089**	1.06	0.829

Les.218.1.S1_at	pectinesterase	**1.73**	**0.096**	1.27	0.362

Les.3523.1.S1_at	polygalacturonase	**1.72**	**0.096**	1.17	0.551

Les.4739.1.S1_at	UDP-glucose:protein transglucosylase	**1.70**	**0.048**	1.28	0.196

Les.109.1.S1_at	beta-galactosidase	**1.61**	**0.065**	-1.02	0.944

Les.4707.1.S1_at	pectate lyase	**1.61**	**0.061**	**1.67**	**0.093**

Les.2590.2.A1_at	endo-xyloglucan transferase A2-like	**1.40**	**0.085**	-1.05	0.743

Les.4523.1.S1_at	xyloglucan endotransglucosylase-hydrolase	**-2.53**	**0.079**	-1.58	0.265

Les.4652.1.S1_at	esterase/lipase/thioesterase	**-3.76**	**0.063**	-1.78	0.271

Probe Set ID; Affymetrix identifier for each microarray probeset. Putative Annotation; functional annotation based on tomato protein function or function of Arabidopsis orthologues identified with BLAST searches. Fold Change; linear fold changes (bold values significant at False Discovery Rate (FDR) adjusted P-value < 0.10). Probe Set IDs Les.218.1.S1_at and Les.218.3.S1_at represent the same genes.

**Table 4:** Differentially regulated stress and defense response genes.

Probe Set ID	Putative Annotation	Fold Change (High N vs. water)	P-value	Fold Change (Low N vs. water)	P-value
Les.2287.3.A1_at	TAS14 peptide dehydrin	**-24.08**	**0.053**	**-40.75**	**0.078**

Les.5957.1.S1_at	lactoylglutathione lyase	-6.87	0.111	**-17.15**	**0.078**

Les.293.1.S1_at	hydroxyacylglutathione hydrolase	-4.66	0.513	**-4.44**	**0.078**

Les.23.1.S1_at	glutathione S-transferase	-4.54	0.569	**-3.07**	**0.078**

Les.124.1.S1_at	glutathione transferase	**-4.38**	**0.044**	-2.54	0.107

Les.5100.1.S1_at	type I small heat shock protein	**-3.85**	**0.044**	-2.20	0.107

Les.4789.1.S1_at	pathogenesis-related protein	**-3.47**	**0.062**	-2.12	0.115

Les.5341.1.S1_at	pathogen responsive alpha-dioxygenase 2	**-2.76**	**0.098**	-1.85	0.131

Les.1645.1.A1_at	pathogenesis-related chitin-binding protein	**-2.44**	**0.065**	-1.74	0.133

Les.4004.1.S1_a_at	pathogenesis related PR5-like protein	**-2.26**	**0.070**	-1.59	0.143

Les.5098.1.S1_at	early responsive to dehydration 7-like	**-2.20**	**0.064**	-1.42	0.152

LesAffx.47187.1.S1_at	responsive to dehydration 22-like	**-2.12**	**0.058**	-1.34	0.165

Les.5103.1.S1_at	pathogenesis-related protein 1 like	**-2.04**	**0.062**	-1.33	0.168

Les.3151.1.S1_at	universal stress protein	**-1.99**	**0.084**	-1.33	0.168

Les.253.1.S1_at	pathogenesis related protein 1-like	**-1.95**	**0.044**	-1.29	0.229

Les.4910.1.S1_at	stress enhanced protein 2-like	**-1.93**	**0.085**	-1.26	0.232

Les.1498.1.S1_at	dehydration responsive	**-1.87**	**0.096**	-1.25	0.289

Les.208.1.S1_at	glutathione S-transferase	**-1.72**	**0.062**	-1.22	0.340

Les.2657.1.S1_at	rare cold inducible protein-like	**-1.70**	**0.095**	-1.20	0.377

Les.3194.1.S1_at	universal stress protein	**-1.62**	**0.088**	-1.16	0.386

Les.5128.1.S1_at	responsive to dehydration 22-like	**-1.61**	**0.044**	-1.14	0.454

Les.3276.3.S1_at	monocysteinic thioredoxin	**-1.56**	**0.093**	-1.11	0.509

Les.252.1.S1_at	wound-responsive protein-related	**-1.50**	**0.077**	-1.11	0.524

Les.54.1.S1_at	sulfiredoxin	**1.10**	**0.044**	-1.10	0.537

Les.248.2.A1_at	glutathione S-transferase	**1.14**	**0.095**	-1.08	0.796

Les.384.1.A1_at	thaumatin-like pathogenesis-related PR-5 like protein	**1.42**	**0.070**	-1.07	0.850

Les.4307.1.S1_at	early responsive to dehydration 3-like	**1.47**	**0.053**	-1.05	0.870

Les.1394.1.A1_at	heat shock factor binding protein 1	**1.82**	**0.063**	1.22	0.185

Les.3593.1.S1_at	heat shock protein	**2.13**	**0.044**	1.45	0.204

Les.2409.1.S1_at	dnaJ related molecular chaperone	**2.30**	**0.050**	1.57	0.537

LesAffx.43379.1.S1_at	dnaJ homologue 3	**2.71**	**0.052**	1.64	0.623

LesAffx.71535.1.S1_at	heat shock protein	**2.81**	**0.077**	1.72	0.639

Les.641.1.S1_at	dnaJ heat shock protein	**3.01**	**0.067**	1.95	0.746

LesAffx.66226.2.S1_at	cold-regulated plasma membrane 1 protein	**3.28**	**0.044**	1.97	0.180

Les.5158.1.S1_at	dehydration response element B1A	**3.36**	**0.092**	1.99	0.218

LesAffx.59336.1.S1_at	response to desiccation 26-like transcription factor	**3.59**	**0.082**	2.25	0.231

Probe Set ID; Affymetrix identifier for each microarray probeset. Putative Annotation; functional annotation based on tomato protein function or function of Arabidopsis orthologues identified with BLAST searches. Fold Change; linear fold changes (bold values significant at False Discovery Rate (FDR) adjusted P-value < 0.10).

The NH_4_^+ ^treatments caused various transcriptional responses in multiple stress and defense-response genes, and genes in this functional category were some of the most differentially regulated genes of the experiment (Table 4). 

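TAS14, a dehydrin that accumulates under water deficit and abscisic acid, fell by 4.59 on the log2 scale in high NH4+ roots (standard error 0.91, adjusted p = 0.0496 from limma) and by 5.35 in low NH4+ roots (standard error 0.91, adjusted p = 0.0598). Its log2 signal was 11.55 ± 1.32 (SD, n = 3) in water, 6.96 ± 1.74 (SD, n = 3) in high NH4+ and 6.20 ± 0.80 (SD, n = 3) in low NH4+ roots. The NH4+ means lie near or under the limit of detection, and with TAS14 signals under 100 set to 100 it fell by 4.03 in high (adjusted p = 0.0356) and 4.79 in low NH4+ roots (adjusted p = 0.0489). Of 2 genes like responsive to dehydration 22, 1 rose by 1.75 in high NH4+ roots (standard error 0.33, adjusted p = 0.0467) and was higher there than in low NH4+ roots by 2.16 (standard error 0.33, adjusted p = 0.0861), while the other fell by 1.46 in high NH4+ roots (standard error 0.31, adjusted p = 0.0575). Of the 36 probe sets of Table 4, 9 rose and 19 fell in high NH4+ roots (11 and 23 adjusted over the list alone, 9 and 10 after median centring), and 2 rose and 3 fell in low NH4+ roots (6 and 9 adjusted over the list alone, 6 and 3 after median centring), counts that are not independent evidence because the study chose the table on these arrays. TAS14 was not called in high NH4+ roots without water replicate 1 or 3 or high NH4+ replicate 1 or 2 (adjusted p from 0.125 to 0.187), nor in low NH4+ roots without water replicate 1 or 3, low NH4+ replicate 1 or 2 or high NH4+ replicate 3 (adjusted p from 0.103 to 0.186). Neither dehydration 22-like gene was called against water without water replicate 1 or 3 or high NH4+ replicate 1 or 2, nor was the first against low NH4+ roots without water replicate 3, low NH4+ replicate 2 or high NH4+ replicate 1 or 2 (adjusted p from 0.105 to 0.315). Of the table, none was called in high NH4+ roots without water replicate 1 or high NH4+ replicate 1 or 2, and 2 rose and 4 fell without water replicate 3. In low NH4+ roots none was called without water replicate 1 or 3, low NH4+ replicate 2 or high NH4+ replicate 3, and 0 rose and 2 fell without high NH4+ replicate 1 or 2.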

Genes in certain stress and defense response subcategories exhibited similar transcriptional responses including glutathione metabolism genes (6 out of 7 higher expression in water samples), pathogen response factors (5 out of 6 higher expression in water samples), and heat shock proteins (6 out of 7 higher expression in high NH_4_^+ ^samples).

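The annotations of Table 4 were tied to probe sets by their pair of adjusted p in Additional file 1. Of 7 heat shock and DnaJ genes, 6 fell and none rose in high NH4+ roots (limma, n = 3 per group). HSP17.6, a small heat shock protein, fell by 2.78 on the log2 scale (standard error 0.49, adjusted p = 0.0431), and a dnaJ-related chaperone fell by 1.29 (standard error 0.26, adjusted p = 0.0512). Of 7 probe sets annotated in the table as pathogen response genes, 6 rose and none fell, among them PR-1a1 by 1.09 (standard error 0.25, adjusted p = 0.0664) and a thaumatin-like gene by 1.72 (standard error 0.41, adjusted p = 0.0694). For 1 of the 6, a pathogenesis related protein 1-like gene in the table (1.44, adjusted p = 0.0431), the title in Additional file 1 instead gives similarity to protein D1 of photosystem II. Of 6 glutathione genes, 1 that makes an In2-1-like glutathione S-transferase rose by 1.84 in high NH4+ roots (standard error 0.39, adjusted p = 0.0590) and 1 other fell. Of the same 6, 3 changed in low NH4+ roots: lactoylglutathione lyase, which clears methylglyoxal, fell by 4.10 (standard error 0.64, adjusted p = 0.0580), hydroxyacylglutathione hydrolase rose by 1.00 (standard error 0.19, adjusted p = 0.0630) and a tau-class glutathione transferase rose by 0.78 (standard error 0.16, adjusted p = 0.0826). Adjusted over the list alone, 1 rose and 6 fell among heat shock genes, 6 and 1 among pathogen response genes and 1 and 3 among glutathione genes in high NH4+ roots, none of it independent evidence since the study chose the table on these arrays. In high NH4+ roots none of the 3 groups held a call without water replicate 1 or high NH4+ replicate 1 or 2, and without water replicate 3, 2 heat shock genes fell and 2 pathogen response genes rose. The genes named all lost their high NH4+ calls without those first 3 arrays, all but HSP17.6 and the protein 1-like gene without water replicate 3, and the In2-1-like transferase without high NH4+ replicate 3 (adjusted p from 0.110 to 0.245). Without low NH4+ replicate 1, 4 pathogen response genes rose and 1 fell, after median centring 2 heat shock genes fell, and after quantile normalization 1 heat shock gene rose and 5 fell and 6 pathogen response genes rose and 1 fell. All 3 low NH4+ calls ended without water replicate 1 or 3, low NH4+ replicate 2 or high NH4+ replicate 3, those of the hydrolase and the tau-class gene without high NH4+ replicate 1 or 2 and that of the tau-class gene without low NH4+ replicate 1 (adjusted p from 0.103 to 0.237).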

### Phosphate transporters

The patch roots in this study were colonized by arbuscular mycorrhizal (AM) fungi therefore we examined the transcriptome data to determine whether the NH_4_^+ ^treatments might affect known symbiosis processes including the transcriptional regulation of the phosphate transporters (PTs). The tomato PTs group into mycorrhiza-specific, mycorrhiza-induced, and nonspecific root expression patterns, and are indicators of Pi status and the mycorrhizal symbiosis [23-26]. The Affymetrix tomato genechip only includes nonspecific phosphate transporter 1 (*PT1*), and it was 1.6-fold higher in the water samples compared to the low N treatment (P = 0.004). 

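On the arrays PT1 had a log2 signal of 9.78 ± 0.17 (SD, n = 3) in low NH4+ roots and 10.48 ± 0.17 (SD, n = 3) in water, a log2 fold change of -0.70 (standard error 0.19, adjusted p = 0.109 from limma) or 1.63-fold on the linear scale. In high NH4+ roots it was -0.32 (standard error 0.19, adjusted p = 0.350). The annotation of the array also ties probe sets to PT2 and to the phosphate starvation gene TPSI1. Against water, these had in low NH4+ roots log2 fold changes of -0.88 (standard error 0.46, adjusted p = 0.260) and -1.25 (standard error 0.36, adjusted p = 0.123), and in high NH4+ roots of -0.48 (adjusted p = 0.569) and -0.62 (adjusted p = 0.335).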

To test whether the NH_4_^+ ^treatments resulted in the differential regulation of the other PT family genes, we assayed the expression of the tomato phosphate transporters *PT1*, *2*, *3*, *4*, and *5 *with qRT-PCR (Figure 4). Expression of nonspecific *PT1 *and *PT2 *were 1.9- and 3.1- fold higher in the water samples compared to the low N treatment samples (P = 0.003 and 0.046, respectively). Mycorrhiza-induced *PT3 *and mycorrhiza-specific *PT4 *expression levels were 5.0- and 5.7- fold higher, respectively, in the low NH_4_^+ ^treatment group compared to the water control samples (P = 0.014 and 0.045, respectively). Mycorrhiza-induced *PT5 *expression was not different among the treatments. The expression level of the phosphate starvation-induced tomato gene *TPSI1 *was 7.5-fold higher in the water samples compared to the low NH_4_^+ ^treatment (P = 0.019). Similar trends were found for the high NH_4_^+ ^treatments compared to water controls. We analyzed shoot Pi levels to test whether the alterations in *PT *gene expression correlated with or resulted in changes in shoot total Pi levels, but they not significantly different across the treatments.

**Figure 4:**
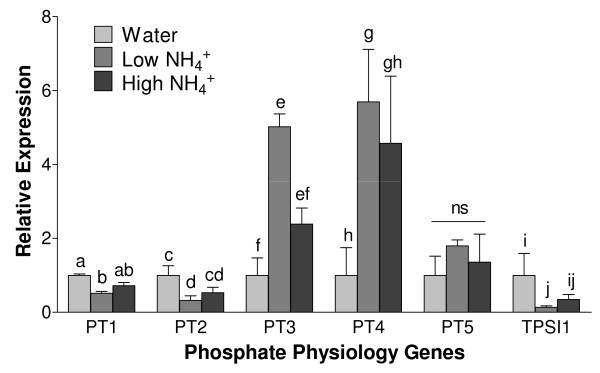
**qRT-PCR analysis of phosphate physiology genes**. Expression levels of the tomato phosphate transporters and phosphate starvation response gene TPSII in patch roots harvested 53 hrs after high (65 μg NH_4_^+^-N g^-1 ^soil), low (6.5 μg NH_4_^+^-N g^-1 ^soil), or water control treatments. Relative quantity was calculated using the ΔΔCT method with actin (LeACT) as the reference control, and the water control group normalized to 1. For a given gene, means followed by different letters are significantly different from one another at P < 0.05 (one way ANOVA).

## Discussion

Previous studies have reported the transcriptional regulation of genes in diverse functional groups including metabolism, energy, cell growth, and transcription/translation in response to N nutrition as NO_3_^- ^or NH_4_^+ ^[19-22]. However, these have utilized hydroponics systems that do not necessarily reflect the rhizosphere environment encountered by plant roots in agricultural and natural ecosystems. Roots grown in solution culture systems do not compete with soil microbes for nutrients, and the concentrations of nutrients in solution are more uniform both spatially and temporally. Fertilizer application and soil processes in conventional and organic farming result in the formation of heterogeneous soil nutrient patches [4], and plant utilization of N patches depends on roots rapidly sensing and response to the local enrichment of nutrients where they are in competition with soil microbial N assimilation and nitrification, leaching, and denitrification [2,3,27,28].

To better understand plant root response to a localized and dynamic inorganic N soil patch, we utilized an experimental design that simulated a more realistic patch environment. The buried ring created the spatial attributes of an N patch by ensuring that harvested roots were localized to the NH_4_^+ ^treatment patch. Measurements of soil NH_4_^+ ^and NO_3_^- ^levels confirmed dynamic soil transformations of available N by 53 hrs when we sampled the roots for microarray analysis. After 96 hrs, we observed a trend of decreasing NH_4_^+ ^and NO_3_^- ^soil levels, indicating plant and microbial uptake of both NH_4_^+ ^and NO_3_^- ^[1,9]. Furthermore, estimates of the % recovery of applied ^15^N in shoots from high and low NH_4_^+ ^treatment groups after 96 hrs (22% and 21%, respectively) support the assertion that roots faced significant competition for N in the soil environment.

The rapid N uptake observed in this study demonstrates the ability of tomato roots to quickly capture fertilizer in soil patches [29,30]. The roots that encountered the high NH_4_^+ ^treatment took up and translocated significantly more ^15^N from the patch than the low NH_4_^+ ^treatment roots. This observation is in agreement with the larger transcriptional response to the high NH_4_^+ ^treatment including multiple nitrogen transport, assimilation, and metabolism genes. However, the relatively low % recovery suggests that actual uptake and assimilation are only a small fraction of what was initially available despite the rapid root responses.

The genes coordinately regulated in both high and low treatments may represent a conserved physiological response to different ranges of N patch conditions. The co-regulated list of genes did not include the NH_4_^+ ^or NO_3_^- ^transporters *AMT1*, *AMT2*, or *NRT2.1 *identified in the high NH_4_^+ ^vs. water control comparison. 

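In low NH4+ roots the log2 fold change over water was -0.13 for AMT1 (standard error 0.21, adjusted p = 0.724 from limma, n = 3 per group), 0.31 for AMT2 (standard error 0.38, adjusted p = 0.630) and 0.51 for NRT2.1 (standard error 0.36, adjusted p = 0.397). AMT2 had a log2 signal of 8.05 ± 0.88 (SD, n = 3) there, and the other 2 had 10.53 ± 0.12 (SD, n = 3) and 9.31 ± 0.34 (SD, n = 3). The difference between high and low NH4+ roots was 1.71 for AMT2 (standard error 0.38, adjusted p = 0.107) and 0.88 for NRT2.1 (standard error 0.36, adjusted p = 0.250).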

We speculate that roots in the high NH_4_^+ ^patch needed additional transporters to effectively capture the higher soil N levels, while constitutively expressed transporters were sufficient in the low NH_4_^+ ^patch. 

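O-acetylserine (thiol)lyase, which makes cysteine, rose by 0.70 on the log2 scale in low NH4+ roots (standard error 0.16, adjusted p = 0.0945 from limma, n = 3 per group) and had a log2 fold change of 0.40 in high NH4+ roots (standard error 0.16, adjusted p = 0.198). A cystathionine beta-synthase domain protein fell by 1.85 in low NH4+ roots (standard error 0.33, adjusted p = 0.0630) and had a log2 fold change of -1.10 in high NH4+ roots (standard error 0.33, adjusted p = 0.113). High and low NH4+ roots did not differ directly in either gene (adjusted p = 0.320 and 0.273). The low NH4+ list held 131 probe sets that were not in the high NH4+ list, a count between 0 and 36 without any 1 array other than water replicate 2 (349) and low NH4+ replicate 3 (984). Of the 50 probe sets that Additional file 1 calls in low NH4+ roots only, 14 rose and 31 fell in low NH4+ roots (16 and 34 adjusted over the list alone, 16 and 16 after median centring, 13 and 14 after quantile normalization), and 6 differed directly between the NH4+ treatments. The study chose the 50 on these arrays, so the counts are not independent evidence. Both genes lost their call without water replicate 1 or 3, low NH4+ replicate 1 or 2 or any 1 high NH4+ array (adjusted p from 0.103 to 0.272). Of the 50, none was called in low NH4+ roots without water replicate 1 or 3, low NH4+ replicate 2 or high NH4+ replicate 3, 7 rose and 3 fell without low NH4+ replicate 1 and 3 and 9, and 1 and 8, without high NH4+ replicates 1 and 2.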

Of equal interest, however, is the set of 50 genes regulated by the low NH_4_^+ ^treatment that were not similarly regulated by the high NH_4_^+ ^treatment. This group of genes included a significant number of sugar metabolism genes for which we have no clear explanation as to the functional significance for the change in regulation. 

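Sucrose-phosphate synthase SPS, which makes sucrose, fell in both treatments, by 1.31 on the log2 scale in high NH4+ roots (standard error 0.24, adjusted p = 0.0431 from limma, n = 3 per group) and by 1.15 in low NH4+ roots (standard error 0.24, adjusted p = 0.0826). It and SUT4 were the 2 of 17 tested probe sets of sucrose, hexose and starch genes that fell in low NH4+ roots (0 rose and 3 fell adjusted over the list alone), and SPS the 1 of 17 that changed in high NH4+ roots (2 and 4 adjusted over the list alone). The list was written after the annotation was seen and before any test. As a set it had a median log2 fold change of -0.01 in low NH4+ roots (camera, adjusted p = 0.920). SPS was not called in high NH4+ roots without water replicate 1 or 3 or high NH4+ replicate 1 or 2, nor in low NH4+ roots without water replicate 1 or 3, low NH4+ replicate 1 or 2 or any 1 high NH4+ array (adjusted p from 0.104 to 0.241). Under the 11 alternatives other than leaving out arrays, the low NH4+ call of SPS was kept in 5 and that of SUT4 in 2. The high NH4+ call of SPS was kept in all 11.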

One possibility is that sugar metabolism may have been required for the production of root exudates, which can increase plant growth promoting rhizobacteria, or stimulate N cycling by microbial populations in the rhizosphere [31]. While the total number of genes regulated by the two treatments suggests that the high NH_4_^+ ^treatment caused a larger response, the responses were in part unique, and may reflect different strategies to effectively utilize the N patch. Increased N availability stimulates highly regulated root development and growth in order to efficiently scavenge and assimilate the additional soil N [32,33]. The induction of multiple histone gene family members such as histones H4, H3 and H2AX in the high NH_4_^+ ^treatment suggests an increase in DNA replication [34,35], while the increased expression of a mitotic spindle checkpoint gene, replicon protein A, multiple cyclin genes, and a putative cdc20 suggest an increase in cell division processes [36,37]. Furthermore, the induction of cell wall genes including expansins, pectinesterases, and cellulose synthase suggests an increase in cell wall biosynthesis that would be required during root growth [38]. 

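Histone H3 rose by 1.45 on the log2 scale in high NH4+ roots (standard error 0.28, adjusted p = 0.0490 from limma, n = 3 per group), histone H2AX by 1.22 (standard error 0.26, adjusted p = 0.0578) and the histone H4 replacement isoform by 1.08 (standard error 0.19, adjusted p = 0.0431). Replicon protein A, which coats single-stranded DNA, rose by 1.19 (standard error 0.24, adjusted p = 0.0496). The mitotic arrest deficient-like gene of the spindle checkpoint rose by 1.14 (standard error 0.28, adjusted p = 0.0723) and cdc20 by 1.79 (standard error 0.28, adjusted p = 0.0431). The log2 fold changes of these 6 genes in low NH4+ roots lay between -0.29 and 0.76 (lowest adjusted p 0.134). High NH4+ roots were above low NH4+ roots in the mitotic arrest deficient-like gene by 1.43 (standard error 0.28, adjusted p = 0.0922) and in H2AX by 1.27 (standard error 0.26, adjusted p = 0.0985). None of the 6 calls against water held without water replicate 1 or high NH4+ replicate 1 or 2, and the mitotic arrest deficient-like gene was not called without water replicate 3 (adjusted p from 0.136 to 0.258). Without any 1 array other than low NH4+ replicate 3 and high NH4+ replicate 3, at least 1 of the direct differences was not called (adjusted p from 0.104 to 0.401).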

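Expansin EXP2, which loosens cell walls, rose by 1.68 on the log2 scale in high NH4+ roots (standard error 0.39, adjusted p = 0.0671 from limma, n = 3 per group), and EXP5 by 0.90 (standard error 0.23, adjusted p = 0.0849). Cellulose synthase rose by 1.59 (standard error 0.37, adjusted p = 0.0671), the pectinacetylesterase by 1.69 (standard error 0.42, adjusted p = 0.0775) and the pectinesterase-like gene by 1.63 (standard error 0.36, adjusted p = 0.0629). All 8 pectin enzyme probe sets of Table 3 had a log2 fold change above 0, and 4 of them rose (8 adjusted over the list alone, not independent evidence since the study chose the table on these arrays). The log2 fold changes of the 5 named genes in low NH4+ roots lay between -0.53 and 0.91 (lowest adjusted p 0.186). None of these 5 calls held without water replicate 1 or 3 or high NH4+ replicate 1 or 2, those of EXP5, cellulose synthase and the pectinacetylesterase ended without high NH4+ replicate 3 and that of EXP5 without low NH4+ replicate 1 (adjusted p from 0.102 to 0.289). Of the pectin probe sets 1 rose without water replicate 3 or high NH4+ replicate 3 and none without water replicate 1 or high NH4+ replicate 1 or 2.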

In Arabidopsis, multiple expansins and other cell wall modification enzymes were up-regulated by NO_3_^- ^3 hrs post-treatment [20], and gene expression profiling of maize roots in early response to a NO_3_^- ^treatment identified multiple genes involved in cell growth and lateral root elongation including alpha-expansin, kinesin, and cellulose synthase [39]. These experiments imply that similar N developmental response mechanisms are conserved across maize, Arabidopsis, and tomato roots, and that the root response to an N nutrient patch includes coordinated root growth.

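The cold and dehydration regulator CBF1 fell by 2.18 on the log2 scale in high NH4+ roots (standard error 0.59, adjusted p = 0.0915 from limma, n = 3 per group) and the NAC gene JA2 by 1.95 (standard error 0.49, adjusted p = 0.0820). Their log2 fold changes in low NH4+ roots were -1.34 (standard error 0.59, adjusted p = 0.207) and -1.08 (standard error 0.49, adjusted p = 0.218). HSP17.6 fell by 2.15 in low NH4+ roots (standard error 0.49, adjusted p = 0.0945). Of 8 dehydration probe sets of Table 4, 2 rose and 5 fell in high NH4+ roots (3 and 5 adjusted over the list alone, not independent evidence since the study chose the table on these arrays). None of these calls, of the 3 genes or the 8 probe sets, held without water replicate 1 or 3 or high NH4+ replicate 1 or 2. Of the other arrays, water replicate 2 ended the call of CBF1, low NH4+ replicate 1 those of JA2 and HSP17.6, low NH4+ replicate 2 that of HSP17.6 and high NH4+ replicate 3 those of CBF1 and HSP17.6 (adjusted p from 0.109 to 0.288 for the 3 genes).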

In this study, diverse stress response genes encoding heat-shock proteins, glutathione transferases, thioredoxin, pathogenesis-related proteins, and dehydration/desiccation responsive proteins were found to be differentially expressed among the NH_4_^+ ^treatment groups. Limiting nutrient conditions cause various stress-related responses including the up-regulation of reactive oxygen species metabolism [40]. Chronic N stress induces a range of plant stress responses which include the transcriptional regulation of numerous stress responsive genes. In Arabidopsis ~35% of the genes upregulated by a severe chronic N limitation stress were classified as response to abiotic stimulus, general stress, or oxidative stress [41]. Studies of N effects on the expression of stress response genes in rice also indicate that N limiting conditions cause the differential regulation of biotic and abiotic stress genes [42]. From their studies, Lian *et al. *postulate that this could be due to the perception of N limitation as a biotic or abiotic stress that requires a conserved set of regulated genes that play protective roles [42]. Our results suggest that the conditions in the water control samples may have initiated a stress response in roots due to an N limitation, and that the high and low NH_4_^+ ^treatments alleviated this coordinated stress response.

The complex regulation of specific NH_4_^+ ^and NO_3_^- ^transporters following the NH_4_^+ ^pulse may reflect a simultaneous and synergistic response to both NH_4_^+ ^and NO_3_^- ^in the soil patch. Both Arabidopsis *AtAMT1.1 *and tomato *LeAMT1 *exhibit increased transcript levels during N deprivation and are repressed by NO_3_^- ^and NH_4_^+ ^[43-45]. The higher expression of *LeAMT1 *under control conditions and its repression by high NH_4_^+ ^in the present study further support the idea that *LeAMT1 *is a high affinity ammonium transporter whose expression is regulated by N-limiting conditions to increase NH_4_^+ ^uptake. 

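The difference in AMT1 between high and low NH4+ roots was -0.72 on the log2 scale (standard error 0.21, adjusted p = 0.162 from limma, n = 3 per group) and did not pass the test.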

In two hydroponics studies, *LeAMT2 *was induced by increased concentrations of NH_4_^+ ^over the course of 24 hrs but repressed by increased concentrations of NO_3_^- ^after 24 hrs [19,44]. The higher expression of *LeAMT2 *in response to the soil N patch 53 hrs after treatment in this current study suggests that the positive effects of NH_4_^+ ^may be stronger than the long-term repressive effects of NO_3_^- ^exposure. Arabidopsis, barley and tomato NO_3_^- ^transporters *AtNRT2.1*, *HvNRT2*, and *LeNRT2.1 *were induced by NO_3_^- ^in hydroponic culture, and NH_4_^+ ^repressed *HvNRT2 *expression [13,19]. We report that *LeNRT2.1 *was induced in the high NH_4_^+ ^treatment where we measured increased NO_3_^- ^concentrations. The increased NO_3_^- ^in the patch may have induced *LeNRT2.1*, although the effects of NH_4_^+ ^alone in the absence of NO_3_^- ^on *LeNRT2.1 *remain to be tested. The complex regulation of the NH_4_^+ ^and NO_3_^- ^transporters in this study indicate that tomato roots are able to quickly sense and respond to changing concentrations of NH_4_^+ ^and NO_3_^- ^simultaneously in a localized N patch, enhancing N uptake and utilization. Moreover, growth is known to increase with co-provision of NH_4_^+ ^and NO_3_^- ^[22]. Recent studies have also reported root responses to soil glutamate that may have been available to patch roots [46]. This study highlights the ability of plant roots to simultaneously regulate multiple transporters for uptake of both forms of inorganic N as part of a plastic response strategy to quickly exploit the N pulse.

Numerous transcription factors were identified in the microarray study that may function as key regulators of a secondary response to the N enrichment. The tomato MADS-box transcription factor BT013126 shares 67% amino acid sequence similarity with Arabidopsis ANR1 and is expressed 3.26-fold higher in the water control compared to the high NH_4_^+ ^treatment (Table 1). Arabidopsis ANR1 is a key regulator of the developmental response to N in roots and is induced by N starvation and repressed by NO_3_^- ^re-supply [47,48]. Prior to the N additions, the plants were most likely N-limited as the shoot N concentration was below sufficiency levels (mean = 1.94% for water control) [49]. The expression pattern of this tomato *ANR1-like *gene in N patch roots corresponds to what was found in Arabidopsis, suggesting that its functional role to regulate root development in response to N is conserved across species and in diverse root environments.

Root responses to macronutrients N, P, potassium (K), and sulfur (S) are interconnected and may be due to the increased availability of one causing an imbalance in another. Previous studies have shown N addition to increase the expression level of S metabolism genes [21,50], which could account for the changes in S metabolism genes reported here (Additional file 1). Alternatively, these genes may have been affected by sulfate in the NH_4_^+ ^treatment, although soil S concentrations were likely sufficient for the plant. Cross talk between K and N has also been shown where K deficiency alters the transcriptional and post-transcriptional activity of various N uptake, assimilation, and metabolism genes including three nitrate transporters [51,52]. Nitrogen and phosphate metabolism have been shown to be closely linked where N uptake results in coordinated P uptake [53,54]. However, in response to a 3 hr nitrate pulse, phosphate transporter expression levels in hydroponics-grown Arabidopsis did not change [20]. In soils, mineral availability and acquisition is additionally affected by the mycorrhizal symbiosis, and previous work has linked the up-regulation of the fungal phosphate transporter *GiPT *to the presence of N [55]. In this current study, multiple phosphate transporters were regulated by the NH_4_^+ ^treatments, in contrast to the Arabidopsis findings [20]. We observed that mycorrhizal-induced PT3 and mycorrhizal-specific *PT4 *were more highly expressed when more NH_4_^+ ^was present in the soil. The *PT3 *and *PT4 *expression patterns suggest that arbuscular mycorrhizal Pi uptake may be enhanced by NH_4_^+ ^soil enrichment. Phosphate transporters *PT1 *and *PT2 *are found in both mycorrhizal and nonmycorrhizal root tissues, but are repressed in mycorrhizal roots [56-58]. The repression of *PT1 *and *PT2 *in the NH_4_^+ ^treatments in the present study further supports the conclusion that the NH_4_^+ ^treatments promoted the symbiotic Pi uptake pathway. In fact, Wang *et al*. reported that tomato *PT2 *was induced by NO_3_^- ^in hydroponic-grown non-mycorrhizal roots [19], and thus it appears that *PT2 *regulation in the current study was in response to up-regulation of the mycorrhizal Pi uptake pathway rather than soil NO_3_^- ^directly. We can speculate that the NH_4_^+ ^soil enrichment induced root growth in the nutrient patch, resulting in a localized P deficiency that promoted the mycorrhizal Pi uptake pathway. Importantly, the lower expression level of phosphate-starvation induced *TPSI1 *in the low and high NH_4_^+ ^treatment plants suggests that these roots were receiving more Pi than the water control samples [59], although this was not measured directly. This shift towards the mycorrhizal Pi uptake pathway may have resulted in increased Pi uptake, possibly as a mechanism to support N-induced growth. Our results detail a novel and complex interaction between inorganic N, the arbuscular mycorrhizal symbiosis, and the tomato phosphate transporter gene family, and suggest an important role for the symbiosis in the utilization of an N patch to increase P uptake and maintain N-induced growth.

## Conclusions

Spatially discrete NH_4_^+ ^is quickly transformed in the soil and taken up by plants, and the tomato root transcriptome reflects levels of N availability and transformations of N that occur in the soil. The dynamic regulation of both NH_4_^+ ^and NO_3_^- ^transporters in N-patch roots demonstrates that roots are able to simultaneously sense and respond to both forms of inorganic N, in ways that are likely to increase root competition with microbial immobilization, nitrification, and denitrification, and conserve N within cropping systems. The arbuscular mycorrhizal symbiosis may further increase the effective recovery of other nutrients such as P in an N patch. The strong and diverse transcriptional response to the soil N patch illustrates the utility of applying transcriptomic studies to plants growing in realistic soil environments and the key genes co-regulated under high and low N conditions in this study may serve as molecular tools for monitoring plant N status in agricultural sites for finer tuning of fertilizer application, soil microbial N processes, and ultimately, to develop more efficient agriculture methods.

## Methods

### Soil and plant material

Seeds of *Solanum lycopersicum *L. Cv. 76R [60] were surface sterilized, germinated with mist irrigation and then watered with one-tenth strength Long Ashton's solution containing N as (NH_4_)_2_SO_4 _(4 mM) and NaNO_3 _(8 mM). Plants were maintained under day/night length of 16/8 hr in UC Davis glasshouses. Seven week old seedlings were transplanted into 12-L pots containing buried rings with field-collected soil (Zamora loam, a fine silty, mixed thermic, Mollic Haploxeralfs) collected on an organically managed farm (Jim and Deborah Durst Farming in Esparto, Yolo County, California) [8]. The buried soil root in-growth cores (rings) were 7.3 cm in diameter and 4.2 cm tall (total volume 176 cm^3^) and were filled with 210 g of field soil to a final bulk density equal to that of the surrounding soil (1.2 g cm^-3^). The broad ends of the ring were covered with 1 mm plastic mesh to easily allow roots to grow up and down into the ring. The soil was passed through a 1 cm sieve before packing into pots at a bulk density of 1.2 g cm^-3^. Extractable inorganic N (mean ± standard error) was 0.20 ± 0.02 μg NH_4_^+^-N g^-1 ^dry soil and 9.7 ± 1.09 μg NO_3_-N g^-1 ^dry soil at the time the rings were prepared. An application of one tenth strength Long Ashton's solution was applied two weeks after transplanting. Soil moisture was maintained gravimetrically at 19% before and after treatment injection by weighing the pots daily, and watering to compensate for evapotranspiration water loss.

### Experimental design

We applied the nutrient treatments five weeks after transplantation by injecting 9 aliquots of 2 mL solution inside the buried ring using a template placed on the soil surface to assure an even distribution of nutrients and minimal loss of the solution. We added 6.5 μg and 65 μg ^15^NH_4_^+^-N (99 atom percent) g^-1 ^dry soil in the ring for the low and high NH_4_^+ ^treatments, respectively (1.35 mg ^15^NH_4_^+^-N per ring and 13.5 mg ^15^NH_4_^+^-N per ring, respectively). Water was used as a control. Each treatment consisted of three biological replicates, and plants were destructively harvested at 5, 29, 53, and 96 hrs after ^15^NH_4_^+^-N addition, for a total number of 36 plants in an unreplicated block design. The transcriptome analyses were performed on roots harvested at 53 hrs post-treatment.

### Harvest and sample analysis

At harvest, shoots were severed at the soil surface, dried at 60°C, weighed, and ground to a fine powder for isotope analyses. Immediately following the harvest of the aboveground biomass, the root in-growth rings were carefully exposed, and the roots growing into and out of the ring were severed. Patch roots for transcriptome analysis were rinsed and immediately frozen in liquid nitrogen. A homogenous sub-sample of the patch soil and the surrounding pot soil was immediately removed for gravimetric water content and soil inorganic N concentrations. Soil NH_4_^+ ^and NO_3_^- ^were analyzed after KCl extractions and colorimetric determination using modifications of Miranda *et al.*, [61] and Foster *et al.*, [62] respectively. A small subsample of ring roots was scored for arbuscular mycorrhizal fungi at 200× [63]. The remaining patch roots were washed by wet sieving, dried at 60°C, weighed, and ground to a fine powder for isotope analyses. All dried plant material was analyzed for δ^15^N on a PDZ Europa ANCA-GSL elemental analyzer and a PDZ Europa 20-20 isotope ratio mass spectrometer (Sercon Ltd., Cheshire, UK) at the UC Davis Stable Isotope Facility, USA. Background ^15^N was calculated as the average atom percent ^15^N in the water samples (mean atom percent ^15^N ± SD in shoots: 0.369% ± 0.0003). Leaf total P was analyzed by microwave digestion with nitric acid/hydrogen peroxide [64] followed by atomic absorption spectrometry and inductively coupled plasma atomic emission spectrometry at the UC Davis Division of Agriculture and Natural Resource Laboratory.

### Soil analysis

Soil nutrient and plant isotope data were analyzed with a two-way analysis of variance (ANOVA) with harvest time, nutrient addition, and block as fixed main effects. All two-way interactions were tested. The three way interaction was not tested because of insufficient degrees of freedom. Data was checked to assure that the ANOVA assumptions were met and was transformed as necessary. Tukey-Kramer Honestly Significant Difference test was used to determine differences between means at P < 0.05. All data were analyzed using R (R Core Development Team 2007).

### RNA isolation

Root RNA samples were extracted using the RNeasy Plant Mini Kit (Qiagen Sciences, Germantown, MD, USA) following the manufactures guidelines plus a third wash step before elution. RNA concentrations and quality were assessed using the Agilent Nanodrop and the RNA 6000 Nano Assay (Bioanalyzer 2100, Agilent, Santa Clara CA). RNA samples had RNA integrity numbers (RIN) of at least 7.0. DNase digestion was performed on 20 ug total RNA using RQ1 RNase-free DNase (Promega, Madison WI). These RNA were used for both microarray analysis and cDNA synthesis for qRT-PCR analysis.

### Microarray analysis

Transcriptome profiling of each 53h-post injection RNA sample was performed using the Tomato Genome Array Chip (Affymetrix, Santa Clara, CA, USA). RNA samples were prepared for microarray analysis using the MessageAmp Premier RNA Amplification Kit (Ambion, Foster City CA) with 200 ng total RNA as input. Fragmented cRNA samples were then sent to the University of Missouri's DNA Core Facility for Array hybridization and scanning. Each array's CEL file was summarized in Affymetrix Expression Console software using the MAS5 algorithm. The signal intensities were log transformed, and quality control analysis performed. This array data has been made available on the Gene Expression Omnibus (GEO; http://www.ncbi.nlm.nih.gov/projects/geo/) accession #GSE21020. The data were filtered to remove probesets whose log signal intensity was below 4.605 in all 9 arrays. For each probeset, which represents the combined expression data from all relevant probe pairs on the chip, the generalized linear model Y_ij _= μ + T_i _+ ε_ij _was fit. In each ANOVA, Y_ij _is the log normalized transcript level for the i^th ^treatment and the j^th ^replicate, μ is the overall mean expression for the probeset and Ti represents the i^th ^treatment (water, low nutrient, and high nutrient). The null hypothesis t_1 _= t_0 _(i.e., mean expression not different between a pair of treatments) was tested using an F-test. We examined the model for conformation to the assumption of normality of the residuals testing the null hypothesis that the residuals for each gene were normally distributed using the Shapiro-Wilk Test. All analyses were performed in JMP Genomics 3.0 (SAS Institute, Cary NC). An FDR level of 10% was used for declaring findings significant, and a stringent rate of 5% was also examined [65,66]. ANOVA analysis of all differentially expressed genes can be found in Additional file 1. The list of statistically significant transcripts was initially annotated using the Affymetrix NetAffyx annotation file to match a representative Genbank public ID and Unigene to each probeset. The functional annotations of the Unigenes were grouped into functional categories as described in Bevan *et al. *[67]. In cases where the tomato gene did not have a matching Unigene or had not been functionally annotated, the tomato sequence was used to identify Arabidopsis orthologues by WU-BLAST searches at TAIR [68]. To test for enrichment of specific functional categories between the high vs water and low vs. water pairwise comparisons, Fisher's exact test was performed using GraphPad Prism 5.0, San Diego CA). Within specific categories, binomial distribution probability tests were performed to test for enrichment in the up/down regulation patterns of functionally related genes (expectation = 0.5).

### Quantitative real-time RT-PCR

cDNA was synthesized from 1.5 ug DNase-treated total RNA using the Superscript III kit (Invitrogen Carlesbad CA). Gene-specific primer sets were designed using IDT's primerquest software program (Additional file 3), and their sequence uniqueness confirmed with a nucleotide BLAST search against the tomato genome database. Primer pairs were tested for specificity and efficiency with serial dilution reactions and dissociation curve analysis post-amplification. Real-time PCR reactions were run on the Stratagene MX3000 PCR machine using Sybr Green chemistry (Invitrogen Platinum Sybr Green II master mix, 400 nM primer concentration, ROX reference dye, and 1:150 diluted cDNA). Multiple reference control genes were tested against all samples to identify control genes whose expression was not affected by the NH_4_^+ ^treatments. *LeACT *and *LeUBI *were similarly expressed across the samples while *LeTubulin *was differentially expressed. *LeACT *was subsequently used as the reference control gene, and the relative expression of the various target genes was analyzed according to the ΔΔCT method [69]. Standard error was computed from the average of the ΔCT values for each biological sample [70].

## Authors' contributions

DRR carried out the microarray and molecular genetic studies, participated in the statistical analyses, and drafted the manuscript. FB-M and NTH participated in the greenhouse experiments and nutrient analyses, and helped write the manuscript. LEJ and DPS designed and coordinated the study, participated in the greenhouse experiments and data analyses, and helped write the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 Microarray analysis of differentially expressed genes across all treatments including the Affymetrix probeset ID, Genbank public ID, linear fold changes, FDR P-values, gene annotation information, and probeset redundancy information. Click here for file

Additional file 2 Genes similarly regulated by high NH_4_^+ ^and low NH_4_^+ ^treatments compared to the water control. Click here for file

Additional file 3 Primer sequences for genes assayed with qRT-PCR. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

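RNA from tomato roots in the treated soil patch was hybridized to 9 Affymetrix Tomato GeneChips, 3 for each of the high NH4+ (65 μg NH4+-N per g soil), low NH4+ (6.5 μg) and water (0 μg) treatments, 53 h after treatment. The condition and replicate of each array were taken from its own record. The authors made the deposited values with MAS5 in Affymetrix Expression Console and took the natural log of each signal. The versions of both are not given in the sources used here. The deposited ln values were divided by the natural log of 2 to give log2 values, and no other normalization was applied. The means per treatment matched those of Additional file 1 to within 5.72e-06 for each of its probe sets. Of 10209 probe sets, 171 controls were left out. By the rule of the paper's methods, a probe set was kept if its signal reached 100 (4.605 as a natural log) on at least 1 of the 9 arrays. This kept 6670 probe sets and did not give the 5822 that the paper reports as detected.

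Differential expression was tested with limma 3.58.1 in R 4.3.3, in 1 fit of the 3 groups with empirical Bayes moderation (6 residual and 2.87 prior degrees of freedom), on 6670 probe sets. P-values were adjusted by Benjamini and Hochberg's method within each of the 3 comparisons (high NH4+ against water, low NH4+ against water and high against low NH4+), and probe sets were called at a false discovery rate of 10%. Every adjusted p in the text comes from limma unless another test is named. Genes were counted by taking probe sets that Additional file 1 marks as redundant once. The shares of a class in 2 lists were compared with Fisher's exact test and directions with the two-sided exact binomial test, in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1. Simulated data (20 simulations) had the spread of each probe set, drawn independently and equal in all groups, as limma assumes. There the fit recovered 58.3% of 2-fold and 96.8% of 4-fold changes, with 9.58% of calls false. Even so, with 3 arrays per group many 2-fold changes are missed. A false share near 10% follows from this design and does not measure that of the real arrays.

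The genes named in the text follow a rule written before the data were examined, but after the values in the paper's tables and additional files had been seen: every gene the paper names, those with a gene name among the 15 called probe sets per comparison with the largest log2 fold change that changed the same way in all 9 pairs of arrays, and the 2 to 4 members with the lowest adjusted p of a list under discussion. Some genes picked for naming are left out of the text. Gene lists were of 2 kinds. The first, 42 lists of name patterns, was fixed before the data were examined, and 5 of them had at least 5 tested members. The second, 29 lists of gene symbols, was written after the annotation of the array and summaries per array had been seen and before any test, and 25 of them had at least 5 tested members. A symbol was known for 909 of the 10038 probe sets. Lists were tested with camera (preset inter-gene correlation of 0.01, and again with an estimated correlation) and with fry, and adjusted within each kind of list and comparison. The annotations of Table 4 were tied to probe sets by their pair of adjusted p in Additional file 1, since 35 of its 36 printed identifiers belong to another annotation there.

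The alternatives set before the data were examined were no filter, a stricter filter (3 arrays), quantile normalization, median centring, a floor at a signal of 100, the test of the paper's methods on 1 probe set at a time (a form of it with adjusted p that differ from the authors'), limma-trend, a fit of only the 2 groups compared, the replicate number as a block, adjustment over the 3 comparisons together, a false discovery rate of 5% and leaving out each array in turn. Scaling to the median of bright probe sets and leaving out low NH4+ replicate 2 with water replicate 3 were added after seeing the data. The simulations of shared water arrays drew values with no treatment effect and the same water arrays in both comparisons, independently for each probe set and with equal spread in all groups. The soil, 15N and quantitative PCR measurements of the paper, and the genes of its PCR panel with no probe set tied to them by the annotation, were not analysed here.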

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

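The tests of array scaling, of low NH4+ replicate 2, of other abscisic acid genes and of other splits of the arrays were chosen after the results were seen.

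Genes that make carotenoids and their precursors were lower in high NH4+ roots, a group the paper does not discuss. The 17 tested probe sets of the carotenoid and MEP pathway list had a median log2 fold change of -0.62 (camera, adjusted p = 2.38e-05; adjusted p = 0.463 with an estimated correlation), and 6 fell (0 rose and 11 fell adjusted over the list alone). Among them NCED1, which makes the precursor of abscisic acid, fell by 1.92 on the log2 scale (standard error 0.43, adjusted p = 0.0646), DXS, which opens the plastid isoprenoid pathway, by 1.64 (standard error 0.37, adjusted p = 0.0639), and zeaxanthin epoxidase ZEP by 1.45 (standard error 0.27, adjusted p = 0.0448). NCED1 and ZEP also fell in low NH4+ roots, by 1.83 (standard error 0.43, adjusted p = 0.0954) and 1.42 (standard error 0.27, adjusted p = 0.0630), and the list had a median of -0.33 (2 fell, 2 rose and 5 fell adjusted over the list alone; camera, adjusted p = 0.573) and of 0.04 after median centring. None of the 3 was called in high NH4+ roots without water replicate 1 or 3 or high NH4+ replicate 1 or 2 (adjusted p from 0.108 to 0.233), nor NCED1 or ZEP in low NH4+ roots without any 1 array other than water replicate 2 and low NH4+ replicate 3 (adjusted p from 0.104 to 0.277). The list was also lower in high than in low NH4+ roots, with a median of -0.51 (camera, adjusted p = 0.000283; adjusted p = 0.860 with an estimated correlation). The list of photosynthesis genes, fixed as a marker of shoot tissue, was also lower in high NH4+ roots than in water (median -1.29 over 6 probe sets; camera, adjusted p = 0.0166; adjusted p = 0.463 with an estimated correlation), and whether the 2 lists were lower for the same reason was not tested.

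Of single genes the paper does not discuss, the haemoglobin gene Glb1 rose by 3.29 on the log2 scale in high NH4+ roots (standard error 0.76, adjusted p = 0.0671), from 8.30 ± 1.52 to 11.59 ± 0.15 (SD, n = 3). The phosphate starvation gene Psi14B fell by 3.17 (standard error 0.72, adjusted p = 0.0664), from 9.08 ± 1.60 to 5.91 ± 0.81 (SD, n = 3), and on a second probe set by 3.14 (standard error 0.75, adjusted p = 0.0705). In low NH4+ roots the endoglucanase gene Cel1 fell by 3.90 (standard error 0.70, adjusted p = 0.0630), from 7.75 ± 0.83 to 3.85 ± 0.60 (SD, n = 3). The lower means of Psi14B and Cel1 lie under the limit of detection, a log2 signal of 6.64. With signals under 100 set to 100, the fall was 2.43 for Psi14B (adjusted p = 0.0846), while its second probe set (-1.91, adjusted p = 0.157) and Cel1 (-1.11, adjusted p = 0.145) did not pass the test. Glb1 was not called without water replicate 1 or any 1 high NH4+ array, Psi14B without water replicate 1 or high NH4+ replicate 1 or 2 (its second probe set also without high NH4+ replicate 3), and Cel1 without water replicate 1 or 3, low NH4+ replicate 1 or 2 or high NH4+ replicate 3 (adjusted p from 0.107 to 0.258). Of the 60 probe sets called between high and low NH4+ roots, 28 are not in Additional file 1.

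Most probe sets called in low NH4+ roots were lower than in water: 18.1% of 199 were higher. After quantile normalization 53.5% were higher, so the excess of lower calls may come from the overall level of each array under the authors' scaling. Low NH4+ replicate 2, the array with the lowest median, is left open as a source: without it 16.7% of 6 calls were higher (exact binomial test, p = 0.219), too few to decide. A larger share of signals near the floor also stays open, with 45.6% of 57 calls higher in the brighter of the probe sets, split at the median. No biological explanation was tested.

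Fewer probe sets were called in low than in high NH4+ roots (199 against 435), but of the fits without 1 array 3 turned this order: without low NH4+ replicate 3 (1126 against 566) and without high NH4+ replicate 1 or 2 (39 and 28 against 6). Whether the lower dose moves expression less cannot be told from the variance of log2 fold changes beyond sampling variance. It was 1.03 times as large in high as in low NH4+ roots (1.39 after quantile normalization). The low NH4+ arrays varied more: their median variance was 2.54 times that of the high NH4+ arrays and 1.53 times that of water. The fit pools the spread of the 3 groups, so each probe set has the same standard error in both comparisons with water. That spread widens both alike, so the ratio does not test whether it shortens the low NH4+ list. The other splits of 6 arrays into 3 and 3 are 10 with the real one counted (1 as large in each comparison), too few for a share under 0.05. The real splits called 435, 199 and 60 probe sets, and the highest of the others 0, 2 and 0 (limma, with 1466, 1595 and 1236 in the real splits at an unadjusted p under 0.05).

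The dehydrin TAS14 was far lower in both NH4+ treatments than in water. The tables argue against 1 high water array as the whole source: leaving out any 1 of them left a log2 fold change of at least 4.15 in size, although the call ended without water replicate 1 or 3, and the lowest water array lay 1.93 above the highest NH4+ array. The other tested abscisic acid and dehydration genes had a median log2 fold change of -1.01 in high and -0.95 in low NH4+ roots, so TAS14 may be part of a wider fall of such genes. With signals under 100 set to 100, the log2 fold changes of TAS14 were -4.03 and -4.79. Whether the NH4+ or a difference in water status between the treatments lies behind it was not tested.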

How the results depend on the processing

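The scaling to the median of bright probe sets, the fits without low NH4+ replicate 2 and water replicate 3, and the application of the symbol lists were chosen after the data were seen. Counts are given in the order high NH4+ against water, low NH4+ against water, high against low NH4+, and both, where the text reports 435, 199, 60 and 68. No filter gave 141, 46, 11 and 14; quantile normalization 694, 71, 2 and 39; the methods' test on 1 probe set at a time 139, 1, 0 and 1 (1047 between high and low at an unadjusted p under 0.05). As run here that test calls 119 of the 557 and 0 of the 91 probe sets that Additional file 1 calls, so its counts are not the paper's. Adjustment over the comparisons together gave 274 and 164 in high NH4+ against water and against low NH4+; a rate of 5% gave 99, 4, 2 and 3; and leaving out the 2 arrays gave 170, 0, 8 and 0 (675 in low NH4+ at an unadjusted p under 0.05). With the replicate number as a block the counts were 205, 256, 6 and 57, so that the low NH4+ list was the longer, and 73 of 107 calls of named genes remained, but only 2 of 9 arrays correlate best with an array of their own number; the paper describes a block design for its plants, and the sources used here do not tie the array numbers to its blocks. Median centring gave 320 in low NH4+ and 14 between high and low, limma-trend 100 between high and low, and only the 2 groups compared 8 in low NH4+, 0 between high and low (1127 at an unadjusted p under 0.05) and 5 in both. The other settings stayed within 1.5 times of the counts. Leaving out 1 array gave 6 to 728, 4 to 1126, 0 to 860 and 3 to 289, and correlations of 0.46 to 0.66. The excess share of cell growth genes (4.98 points) was 7.97 with no filter, 3.86 after quantile normalization, 5.84 with the methods' test, 4.08 with only the 2 groups compared, 10.4 at a rate of 5%, 1.90 for the class of Additional file 1 and 0 to 9.91 without 1 array, none of these past the test except without water replicate 2 or low NH4+ replicate 3. The difference for signal transduction (-0.97 points) was -8.65 after quantile normalization, and reversed to 2.08 with no filter, 2.74 after median centring, 7.30 with the methods' test, 6.03 with only the 2 groups compared, 4.01 with the block, 0.922 adjusted together, 8.33 at 5% and 1.14 to 13.0 without 1 array. Calls outside Additional file 1 count as outside both classes, so both differences depend on how many calls of each list that file holds. Of Tables 1 to 4, 87 genes passed, 26 with no filter, 19 with the methods' test, 48 with the block, 23 at 5% and 3 to 97 without 1 array. Of results for single genes picked for naming, some of which the text leaves unnamed, 107 passed, 39 with no filter, 16 with the methods' test, 30 at 5% and 10 to 118 without 1 array, and none reversed. Among those otherwise unnamed, FER and 1 probe set of phosphoenolpyruvate carboxylase were called lower in low NH4+ roots without each single array. A second carboxylase probe set was not called without water replicate 1 or 3 or high NH4+ replicate 3. Calls of gene lists were counted once per list and comparison, so the same list can count more than once. By camera, the lists fixed before the data were examined gave 2 such calls, 1 after median centring and 1 to 3 without 1 array. The symbol lists gave 18 such calls, and 14 to 24 without 1 array. With an estimated inter-gene correlation each kind of list gave 0 calls, where fry gave 3 and 13. The median log2 fold change in low NH4+ roots was -0.16, but 0.20 after median centring, and 18.1% of calls there were higher, against 65.9% after median centring, so a small change there has no fixed sign. A stricter rate lowers counts by construction, and for the other settings the cause was not tested. The number of arrays, and a signal under 100 on many probe sets, limit all counts.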

Differences from the paper's values

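The paper reports 5822 transcripts as detected, and the rule of its methods kept 6670 probe sets here. Counts are at a false discovery rate of 10%, as in the paper. For genes changed in low NH4+ roots the paper's value is 89 and the value here 198; of the 20 alternatives set before the data were examined, quantile normalization comes within 1.5 times of the paper's value and the other 19 do not. For genes changed in both treatments the paper's value is 39 and the value here 67; quantile normalization, the replicate block and adjustment over the comparisons together come within it and the other 17 do not. For genes changed in low NH4+ roots only, the paper's value is 50 and the value here 131; the floor at 100 and leaving out high NH4+ replicate 1 come within it and the other 18 do not.

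For cell growth and division genes the paper's Fisher p is 0.0245 and the one here 0.000449, and for signal transduction the paper's is 0.0187 and the one here 0.743. None of the 20 alternatives comes within 1.5 times of either. Quantile normalization gives p = 0.00999 for signal transduction from Fisher's exact test, with the larger share in low NH4+ roots as the paper states. The values here and in the paper are not like for like. Of the calls here, 99 of 199 in low and 63 of 435 in high NH4+ roots are absent from Additional file 1 and count as outside each class.

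For Table 4, the paper's text counts 6 of 7 heat shock proteins higher in high NH4+ roots, 5 of 6 pathogen response factors higher in water and 6 of 7 glutathione genes higher in water. It does not list the members of these groups, which were taken here from the annotations of the table and number 7, 7 and 6. With each annotation tied to its probe set, the values here are 1, 1 and 3, and none of the 20 alternatives comes within 1.5 times of the paper's. The identifier printed in Table 4 is the tied one for 1 of its 36 entries, and the sign changes for 20. With the printed folds the counts are 6 heat shock genes above 0 and 1 pathogen response and 1 glutathione gene above 0. All 71 entries of Tables 1 to 3 carry the fold of Additional file 1.

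Of the genes named in the text that Additional file 1 calls, 8 are not called here. In high NH4+ roots OPT1 (log2 fold change -0.81, adjusted p = 0.106) is called under the stricter filter, quantile normalization, the floor, limma-trend, only the 2 groups compared and without water replicate 2 or low NH4+ replicate 2 or 3, and NIT4 (-1.01, adjusted p = 0.106) under the same settings but not without water replicate 2. Alanine aminotransferase (0.78, adjusted p = 0.106) is called under the stricter filter, quantile normalization, median centring, the floor, limma-trend, without water replicate 3 or low NH4+ replicate 3, and under both settings chosen after seeing the values (scaling to bright probe sets and leaving out 2 arrays). Tryptophan synthase (0.61, adjusted p = 0.123) is called under quantile normalization, the floor, limma-trend and without water replicate 2, and the lower cyclin of Table 2 (-0.65, adjusted p = 0.109) under these and the stricter filter. The heat shock factor binding protein (0.50, adjusted p = 0.101) is called under the stricter filter, quantile normalization, the floor, the methods' test, limma-trend, the scaling to bright probe sets (chosen after seeing the values) and without low NH4+ replicate 2 or 3 or high NH4+ replicate 3. Alpha-dioxygenase 2 (-1.09, adjusted p = 0.104) is called under the stricter filter, quantile normalization, the floor, limma-trend, only the 2 groups compared and without low NH4+ replicate 1 or 3. In low NH4+ roots the glucose-6-phosphate translocator (-0.53, adjusted p = 0.105) is called with the floor and without water replicate 2 or low NH4+ replicate 3. For PT1 in low NH4+ roots the paper gives P = 0.004 without saying whether it is adjusted; limma gives an unadjusted p of 0.00522 and an adjusted p = 0.109, and PT1 is called with limma-trend and without water replicate 2. The paper states that the array holds only PT1 of the phosphate transporters, while its annotation also names PT2. Of the 557 probe sets that Additional file 1 calls in high NH4+ roots 372 are called here, and 83 of its 91 in low NH4+ roots, all in the same direction. The floor at 100 calls 547 and 83 of them, quantile normalization 457 and 47, and the methods' test 119 and 0; leaving out 1 array gives from 2 (without high NH4+ replicate 1) to 439 (without low NH4+ replicate 2), and from 3 (without water replicate 1 or 3 or high NH4+ replicate 3) to 91 (without low NH4+ replicate 3).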

Other observations

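The symbol lists were written after the annotation and the summaries per array had been seen, and before any test. Among the phosphate genes named above, PT1, PT2 and TPSI1 were called against water in neither treatment. Psi14B fell on 2 probe sets in high NH4+ roots, but both lay under the limit of detection on all 3 high NH4+ arrays. As a list, phosphate transport and starvation genes tended lower in both treatments. The 10 tested probe sets had a median log2 fold change of -1.16 in high NH4+ roots (3 fell, 0 rose; 5 fell adjusted over the list alone; camera, adjusted p = 0.00892; adjusted p = 0.463 with an estimated correlation) and -1.49 in low NH4+ roots (1 fell; 5 fell adjusted over the list alone; camera, adjusted p = 0.0524; adjusted p = 0.934 with an estimated correlation). Abscisic acid and dehydration genes (8 tested) had medians of -1.23 (4 fell; camera, adjusted p = 0.00566; adjusted p = 0.463 with an estimated correlation) and -1.14 (3 fell, 5 adjusted over the list alone; camera, adjusted p = 0.0485; adjusted p = 0.720 with an estimated correlation).

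In high NH4+ roots the 12 probe sets of the symbol list of cell cycle genes had a median of 0.83 (4 rose, 7 rose and 1 fell adjusted over the list alone; camera, adjusted p = 0.00176), 8 expansins 0.62 (2 rose, 4 adjusted over the list alone; adjusted p = 0.00429), 6 photosynthesis genes, fixed as a marker of shoot tissue, -1.29 (1 fell, 3 adjusted over the list alone; adjusted p = 0.0166), 7 ribosomal protein genes 0.26 (adjusted p = 0.0166) and 17 pectin and glucan hydrolysis genes 0.53 (1 rose; 7 rose and 3 fell adjusted over the list alone; adjusted p = 0.0352). Heat shock proteins had a median of -0.86 (1 fell; camera, adjusted p = 0.0534), N transport and assimilation genes one of 0.00 (5 above 0 and 5 below, 4 rose; adjusted p = 0.0537) and pathogenesis-related proteins a median of 0.29 (1 rose; adjusted p = 0.0636). All 8 had an adjusted p = 0.463 with an estimated correlation. In low NH4+ roots the medians of ribosomal proteins (0.40; camera, adjusted p = 0.000503), pathogenesis-related proteins (0.37; adjusted p = 0.0258) and 14-3-3 proteins (0.15; adjusted p = 0.0587) were higher, with adjusted p = 0.720, 0.720 and 0.877 with an estimated correlation; after quantile normalization the medians were 0.19, 0.12 and -0.04. Between high and low NH4+ roots the cell cycle list had a median of 0.80 (camera, adjusted p = 0.00418; adjusted p = 0.860 with an estimated correlation). Besides the carotenoid list, the other symbol lists with at least 5 tested members were not called by camera, in any comparison, and fry called 9, 2 and 2 lists in the 3 comparisons against 11, 5 and 2 by camera. Of the pattern lists, camera called the cell cycle list in high NH4+ roots and between high and low NH4+, and fry called in addition the heat shock list in high NH4+ roots (median -0.82, adjusted p = 0.0439; camera, adjusted p = 0.393).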
